# Integrated multi-omics and bioinformatic methods to reveal the mechanisms of sinomenine against diabetic nephropathy

**DOI:** 10.1186/s12906-023-04119-0

**Published:** 2023-08-14

**Authors:** Yan Li, Lei Wang, Jimin Zhang, Bojun Xu, Huakui Zhan

**Keywords:** Diabetic nephropathy, Sinomenine, Metabonomics, Transcriptomics, Network pharmacology

## Abstract

**Objectives:**

Diabetic Nephropathy (DN) is a serious complication of diabetes, the diagnosis and treatment of DN is still limited. Sinomenine (SIN) is an active extract of herbal medicine and has been applied into the therapy of DN.

**Methods:**

In the part of bioinformatic analyses, network pharmacology and molecular docking analyses were conducted to predict the important pathway of SIN treatment for DN. In-vivo study, DN rats were randomized to be treated with vehicle or SIN (20 mg/kg or 40 mg/kg) daily by gavage for 8 weeks. Then, the pharmacological effect of SIN on DN and the potential mechanisms were also evaluated by 24 h albuminuria, histopathological examination, transcriptomics, and metabolomics.

**Results:**

Firstly, network pharmacology and molecular docking were performed to show that SIN might improve DN via AGEs/RAGE, IL-17, JAK, TNF pathways. Urine biochemical parameters showed that SIN treatment could significantly reduce 24 h albuminuria of DN rats. Transcriptomics analysis found SIN could affect DN progression via inflammation and EMT pathways. Metabolic pathway analysis found SIN would mainly involve in arginine biosynthesis, linoleic acid metabolism, arachidonic acid metabolism, and glycerophospholipid metabolism to affect DN development.

**Conclusions:**

We confirmed that SIN could inhibit the progression of DN via affecting multiple genes and metabolites related pathways.

## Introduction

Diabetic Nephropathy (DN) refers to kidney damage caused by diabetes, which is a common and serious complication of diabetes leading to the development of end-stage kidney disease [1]. Epidemiological studies show that diabetes currently influences more than 425 million people around the world and the incidence was estimated to rise to about 592 million by 2035 worldwide [2, 3]. About 30-40% of diabetic patients will develop DN, and about one third of patients will further develop end-stage renal disease, putting a heavy economic burden on the society [1]. The pathological characteristics of DN are usually featured as thickened base membrane, extracellular matrix deposition, glomerular hypertrophy, sclerosis, and interstitial fibrosis [4].

For decades, there is nearly no effective treatment for DN though the pathological mechanisms of DN have been deeply studied [5], and DN patients mainly just be suggested to control the blood glucose and blood pressure [6]. Currently, Sodium-glucose co-transporter 2 (SGLT2) inhibitors are beneficial to many DN pathophysiological abnormalities, however it needs multiple agents used in combination and has many side effects [7]. Sinomenine (SIN), an active compound extracted from Chinese herbal medicine and widely applied in treating many autoimmune diseases, and recent study displayed that SIN has renal protective properties [8]. Zhu et al. found that SIN could involve in protecting nephrocytes and decreasing renal tissue injury through oxidative stress inhibition, renal cell apoptosis and fibrosis reducing, modulating the JAK2/STAT3/SOCS1 pathway in DN rats [9]. Moreover, Yin et al. reported that SIN could effectively improve hyperglycemia-disrupted renal endothelial barrier function through suppressing the RhoA/ROCK signaling via inhibiting ROS [10].

Network pharmacology is becoming a common methodology to predict the potential targets of a drug or compound to treat the disease [11]. In addition, molecular docking can calculate the ligand-receptor binding energy in order to evaluate the level of correlation between ligand and receptor [12]. Metabolomics analysis is a rapidly emerging field in systems biology, which can observe metabolic changes and enable us to understand the potential mechanisms in the development and progression of the disease [13]. Transcriptomics study relied on high-throughput sequencing provides an approach to rapidly determine the changes in mRNA level after drug administration, assisting us to figure out the mechanisms of the drugs [14]. In our study, we combined network pharmacology, histology, 24 h albuminuria, molecular docking, and multi-omics to indicate the potential molecular mechanisms of which SIN involves in renal protection (Fig. 1).

**Fig. 1:**
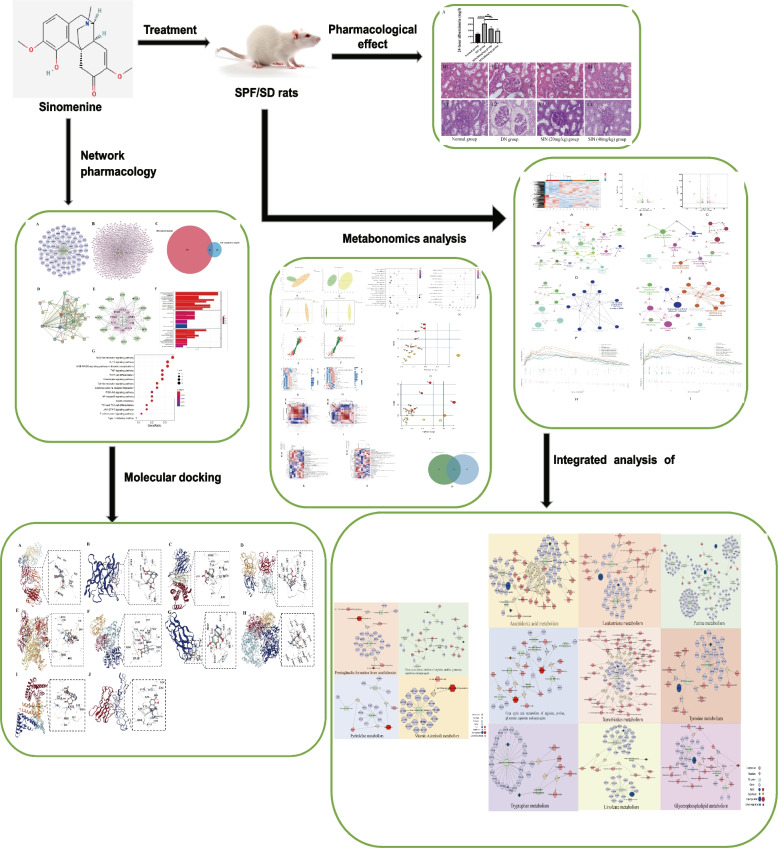
A flow chart of the whole study

## Methods and materials

### Reagents, chemicals and kits

Streptozotocin (STZ) was purchased from Sigma-Aldrich. Sinomenine (purity > 98%) was purchased from Shanghai Roche Pharmaceutical Co., Ltd. (Shanghai, China). Urinary protein concentration was estimated with a protein assay kit (Jiancheng Bio, Nanjing, China). TRIzol® Reagent was purchased from Invitrogen. Hematoxylin, eosin and periodic acid-Schiff were from Wuhan servicebio technology CO., Ltd. (Wuhan, China).

### Network pharmacology analysis

The potential targets of DN were searched via inputting the keyword of “diabetic nephropathy” in Genecards (https://www.genecards.org/), a database with data about genomics, proteomics, and transcriptomics [15]. Similarly, DisGeNET database (https://www.disgenet.org/home/) was also applied to collect the potential diasease-related targets [16].

The molecular targets of SIN were screened via inputting the keywords “sinomenine” from TCMSP (http://lsp.nwu.edu.cn/tcmsp.php) [17], Swiss Target Prediction (http://www.swisstargetprediction.ch.) [18], and HERB database (http://drug.ac.cn/) [19]. Then, these proteins were standardized via applying UniProtKB database (http://www.uniprot.org/) [20].

The screened SIN and DN targets were inputted into Funrich software for getting the overlapping targets [21]. Then, A protein–protein interaction (PPI) network was constructed via applying STRING (https://string-db.org/) [22] and Cytoscape software [23]. Hub genes were selected by using CytoHubba plug-in of Cytoscape [24].

The “ClusterProfiler” R package was applied to conduct the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis, P < 0.05 was applied as a screening threshold. GO is a comprehensive platform for classifying gene functions, covering biological process (BP), molecular function (MF), and cell component (CC) [25]. KEGG (http://www.kegg.jp/) is an widely-used encyclopedia to identify significantly enriched biological pathways of targets [26].

### Molecular docking

We applied CB-Dock (http://cao.labshare.cn/cb-dock/) for molecular docking to predict the binding ability of SIN and core targets. CB-Dock is a molecular docking tool based on AutoDock Vina for calculation, which can automatically identify the site where the ligand binds to the receptor, and analyze the center position and size of the binding site [27]. Protein file and ligand file were obtained from PDB (https://www.rcsb.org/) [28] and Pubchem (https://pubchem.ncbi.nlm.nih.gov/) [29], respectively.

### Animals and preparation of DN animal model

The male inbred SD rats, 6–8 weeks old, weighing 200 ± 20 g, were obtained from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China) (Animal Certificate No: SCXK [Jing] 2021-0006). After adaptive feeding, all rats were randomly distributed into four groups (n = 6 per group): normal group; DN group; SIN (20 mg/kg) administration group; SIN (40 mg/kg) administration group [30].

We used 0.1 M citrate buffer (pH 4.5) to prepare streptozotocin and injected the freshly prepared STZ to overnight fasting rats at a 45 mg/kg dose. After one week, rats with a blood glucose level over 16.7 mmol/L were selected in subsequent experiments. In normal group, equal volume of sodium citrate buffer was injected. The rats in normal group were fed in normal diet, while the remaining groups were administered with high-glucose and high-fat diet. In addition, SIN (20 mg/kg) administration group was treated with SIN (20 mg/kg) per day and SIN (40 mg/kg) administration group was treated with SIN (40 mg/kg) per day. The animal experiment was approved by animal experiment center (IACUC-P2021-077). Urinary protein concentration was estimated with a protein assay kit.

### Histology

After removing the kidneys of rats, we fixed them in 4% paraformaldehyde in 0.1 M PBS, embedded in paraffin, and cut into 5-mm sections. In order to discover the morphological changes of renal tissue, sections were stained with hematoxylin and eosin (H&E) and periodic acid-Schiff (PAS). These renal sections were observed by applying light microscopy, then digital images were obtained and analyzed.

### Transcriptomics

Total RNA was extracted from renal tissues of each group using TRIzol® Reagent and the mRNA was enriched by Oligo(dT). Then the mRNA was scattered by fragmentation buffer. Eukaryotic mRNA sequencing was performed using the Illumina Novaseq 6000 (Illumina, San Diego, USA) sequencing platform. The raw reads were subjected to adapter trimming and quality controlled by SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle). The high-quality clean reads were aligned to the Rat genome using TopHat (http://tophat.cbcb.umd.edu/, version2.1.1). Rat genome sequence and gene annotation were obtained from the Rnor_6.0 Website (http://asia.ensembl.org/Rattus_norvegicus/Info/Index). EdgeR package of R software was applied for differential expression analysis for identifying differential expression genes (DEGs) between DN and SIN-treated group, the expression levels of every transcript was estimated based on the fragments per kilobase of exon per million mapped reads (FPKM) method. The databases including NR (Version 2019.6.26), Swiss-prot (Version 2019.7.1), Pfam (Version v32.0), GO (Version 2019.7.1) and KEGG (Version 2020.03) were applied to data process. “DESeq” R package was applied to calculate the p-adjust value and log2FC. If the p-adjust < 0.05 & |log2FC| >= 1, it was accepted to be a significantly different expression level.

### Metabolomic profiling

LC-MS/MS analyses were conducted via using a UHPLC -Q Exactive HF-X system (Thermo, USA) with a HSS T3 column (1.8 μm; 2.1 × 100 mm). A quality control sample (QC) prepared by mixing equal volume of each sample was disposed and tested in the same manner as the analytic sample. The mass spectrometric data was obtained by applying a Thermo UHPLC -Q Exactive HF-X Mass Spectrometer equipped with an electrospray ionization (ESI) source operating in either positive or negative ion mode. The raw data were inputted into the Progenesis QI 2.3 (Nonlinear Dynamics, Waters, USA) to detect and align peaks. Target metabolites were evaluated via using accurate mass, MS/MS fragments spectra and isotope ratio difference with screening in biochemical databases such as Human metabolome database (HMDB) (http://www.hmdb.ca/) and Metlin database (https://metlin.scripps.edu/). Principle component analysis (PCA) as an unsupervised method was employed to visualize an overview of the metabolic data, general clustering, trends, or outliers. In addition, orthogonal partial least squares discriminate analysis (OPLS-DA) was applied for statistical analysis to identify overall metabolic changes between DN and SIN-treated group. Statistically significant between two groups were picked out with VIP value > 1 as well as *p* value < 0.05. We summarized the Differential metabolites between DN and SIN-treated group and mapped them into their biochemical pathways through metabolic enrichment and pathway analysis according to KEGG database. These metabolites were categorized based on the pathways they involved or the functions they performed. scipy.stats (Python packages) ( https://docs.scipy.org/doc/scipy/) was employed to determine significantly enriched pathway via using Fisher’s exact test.

### Combined metabolomics and transcriptomics analysis

Cytoscape software 3.7.1 (https://js.cytoscape.org/) is a tool for visualizing the biomedical networks including metabolic, gene and other types of interactions. Specifically, Metscape (http://MetScape.ncibi.org) is a Cytoscape plug-in which enables users to build and analyze networks of genes and compounds, identify enriched pathways according to expression profiling data and visualize changes in metabolite data [31]. The data obtained for differentially abundant metabolites and DEGs from rats in the DN, SIN (20 mg/kg) and SIN (40 mg/kg) treatment group were imported into Metscape to obtain a network diagram of gene and metabolic changes to assess the underlying mechanisms of SIN in treating DN.

### Statistical analysis

Statistical differences of biological parameters between SIN-treated groups and DN group were measured by using one-way ANOVA test. All statistical analyses were performed using GraphPad Prism. *P* < 0.05 was accepted to be statistically significant.

## Results

### Network pharmacology prediction

#### Compound-targets network construction

We constructed a compound-target network by using CytoScape (Fig. 2A) to display the interaction among SIN and its related targets. Candidate targets of SIN were filtered by TCMSP, HERB, and Swiss Target Prediction databases. After UniProt standardizing and removing the duplicate proteins, 80 targets were identified.

**Fig. 2:**
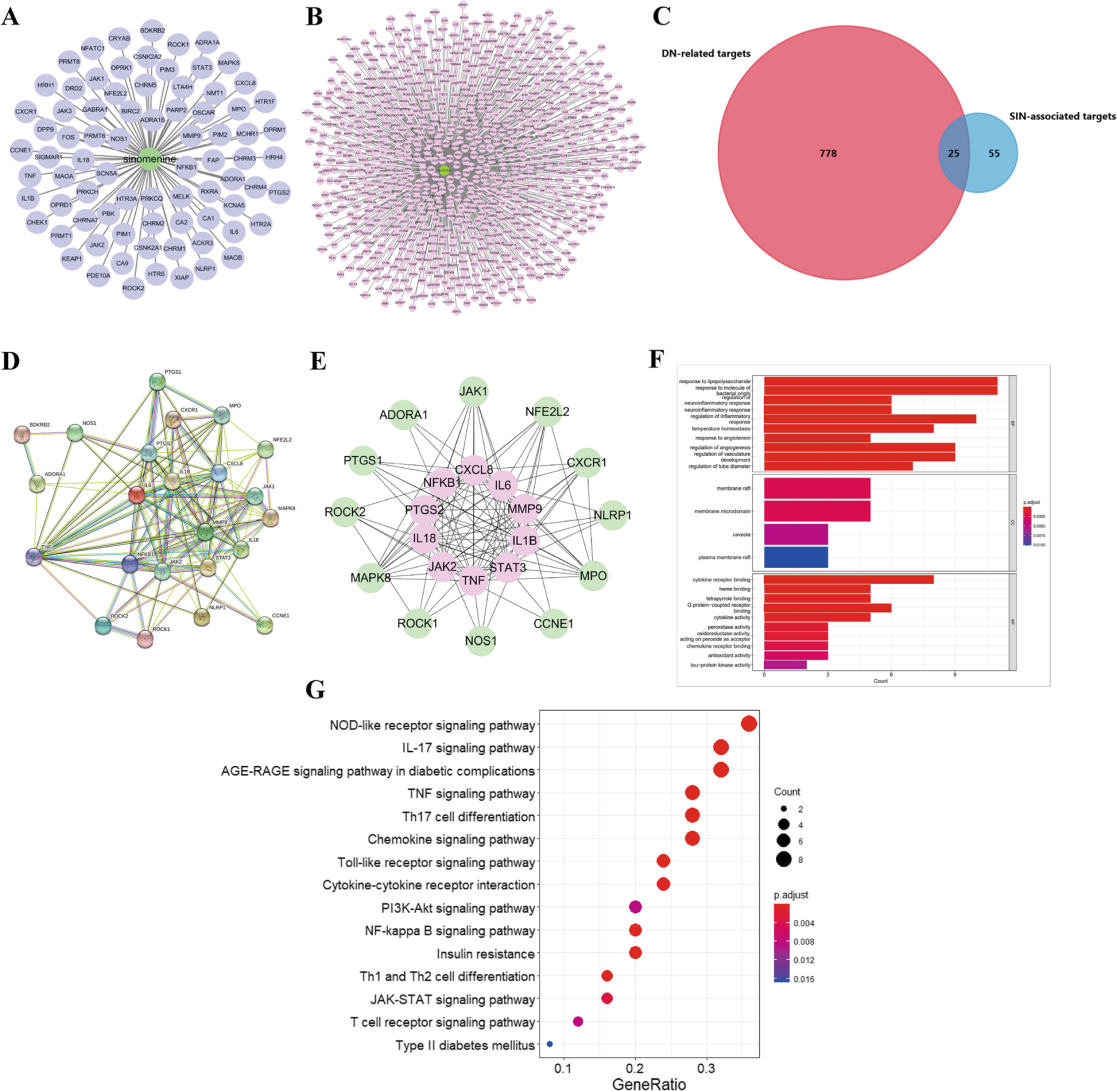
Network pharmacology prediction. Compound-target network of putative targets and SIN (**A**). Potential targets of DN (**B**). Overlapping target genes between DN and SIN (**C**). PPI network of putative targets of SIN and DN (**D**). Determination of the core targets of the PPI network (**E**). Go analysis of the putative targets (**F**). KEGG analysis of the putative targets (**G**)

#### Determination of DN-related targets

After retrieved the DisGeNET and GeneCards databases, we integrated the results to obtain 803 overlapping DN-associated targets. As shown in Fig. 2B.

#### Drug–disease intersection targets

Venn analysis was conducted via using the 80 targets of SIN and 803 DN-related targets, 25 drug–disease overlapping targets were obtained for later analyses, as shown in Fig. 2C.

#### PPI network analysis

The 25 putative targets were analyzed by using the STRING database to establish a PPI network, as shown in Fig. 2D. The results of STRING analysis were imported into Cytoscape and the core targets were identified by Cytoscape plug-in CytoHubba (Fig. 2E), including CXCL8, IL6, MMP9, IL1B, STAT3, TNF, JAK2, IL18, PTGS2, and NFKB1.

#### GO enrichment and KEGG pathway analyses

After performed GO analysis of 25 putative targets, we found the relevant biological processes which include the response to lipopolysaccharide, regulation of neuroinflammatory response, regulation of inflammatory response, response to angiotensin, regulation of angiogenesis, regulation of vasculature development, and regulation of tube diameter, etc. In addition, we found the cell component included membrane raft, membrane microdomain, caveola, plasma membrane raft. The molecular function consisted of cytokine receptor binding, heme binding, tetrapyrrole binding, G protein − coupled receptor binding, cytokine activity, peroxidase activity, oxidoreductase activity, acting on peroxide as acceptor, chemokine receptor binding, antioxidant activity, and tau − protein kinase activity, etc. (Fig. 2F). KEGG analysis showed the relevant signaling pathways for SIN treating DN include lipid and atherosclerosis, IL-17 signaling pathway, AGE-RAGE signaling pathway in diabetic complications, NOD-like receptor signaling pathway, TNF signaling pathway, JAK-STAT signaling pathway, type II diabetes mellitus, etc. (Fig. 2G).

### Molecular docking study

We selected the 10 core targets identified by CytoHubba, including CXCL8, IL6, MMP9, IL1B, STAT3, TNF, JAK2, IL18, PTGS2, and NFKB1. According to the calculation results, CB-Dock output the top 5 conformations with the lowest binding energy value. The binding ability of the ligand and the receptor is related to the Vina score. The lower vina score was always associated with the more efficient and stable the binding energy between ligand and receptor. The results of molecular docking showed that SIN has a good binding ability with the core targets (Table 1). Figure 3 displayed the best docking conformations for the potential targets and SIN.

**Table 1:** The results of SIN-core targets molecular docking

Protein name	Vina	Cavity	Center			Size		
	score	size	x	y	z	x	y	z
TNF	-6.2	1281	38	18	46	27	19	19
IL1B	-5.9	78	3	-14	15	19	19	19
IL6	-7	533	-20	17	27	19	19	19
STAT3	-6.7	1726	106	55	131	19	27	19
MMP9	-7.3	895	19	31	0	19	19	19
CXCL8	-7.1	1468	-24	-21	20	19	35	19
PTGS2	-7.8	4378	62	50	79	26	29	26
JAK2	-7.9	2168	248	-57	37	30	19	19
IL18	-6.9	2706	-7	81	117	31	19	26
NFKB1	-5.7	46	38	32	5	19	19	19

**Fig. 3:**
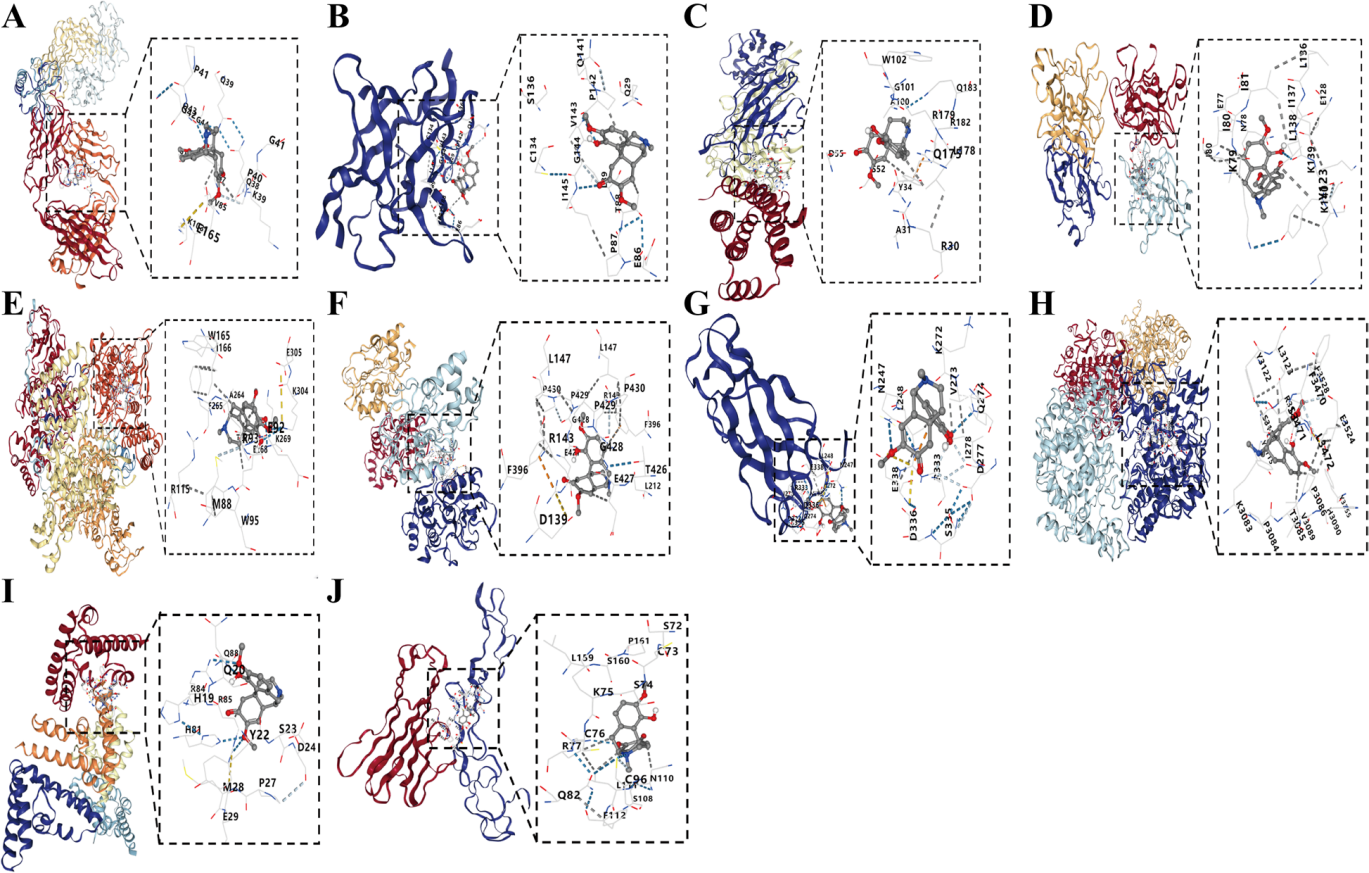
Molecular docking of SIN and core targets. CXCL8 (**A**), IL1B (**B**), IL6 (**C**), IL18 (**D**), JAK2 (**E**), MMP9 (**F**), NFKB1 (**G**), PTGS2 (**H**), STAT3 (**I**), TNF (**J**)

### Effect of SIN on 24 h albuminuria

We have measured the levels of urinary albumin to find out the effect of SIN to decrease or normalize those parameters. Detailed results were showed in Fig. 4A. After 8 weeks administration, the 24-hour urinary total protein of rats in SIN (20 mg/kg) group were 223.8 ± 39.59 mg/l versus 306.6 ± 55.45 mg/24 h in DN group (*P* < 0.01), and in SIN (40 mg/kg) group were 191.1 ± 29.40 mg/1 versus 306.6 ± 55.45 mg/l in DN group (*P* < 0.001). The data above indicated that SIN could play a protective role on renal function in DN progression.

**Fig. 4:**
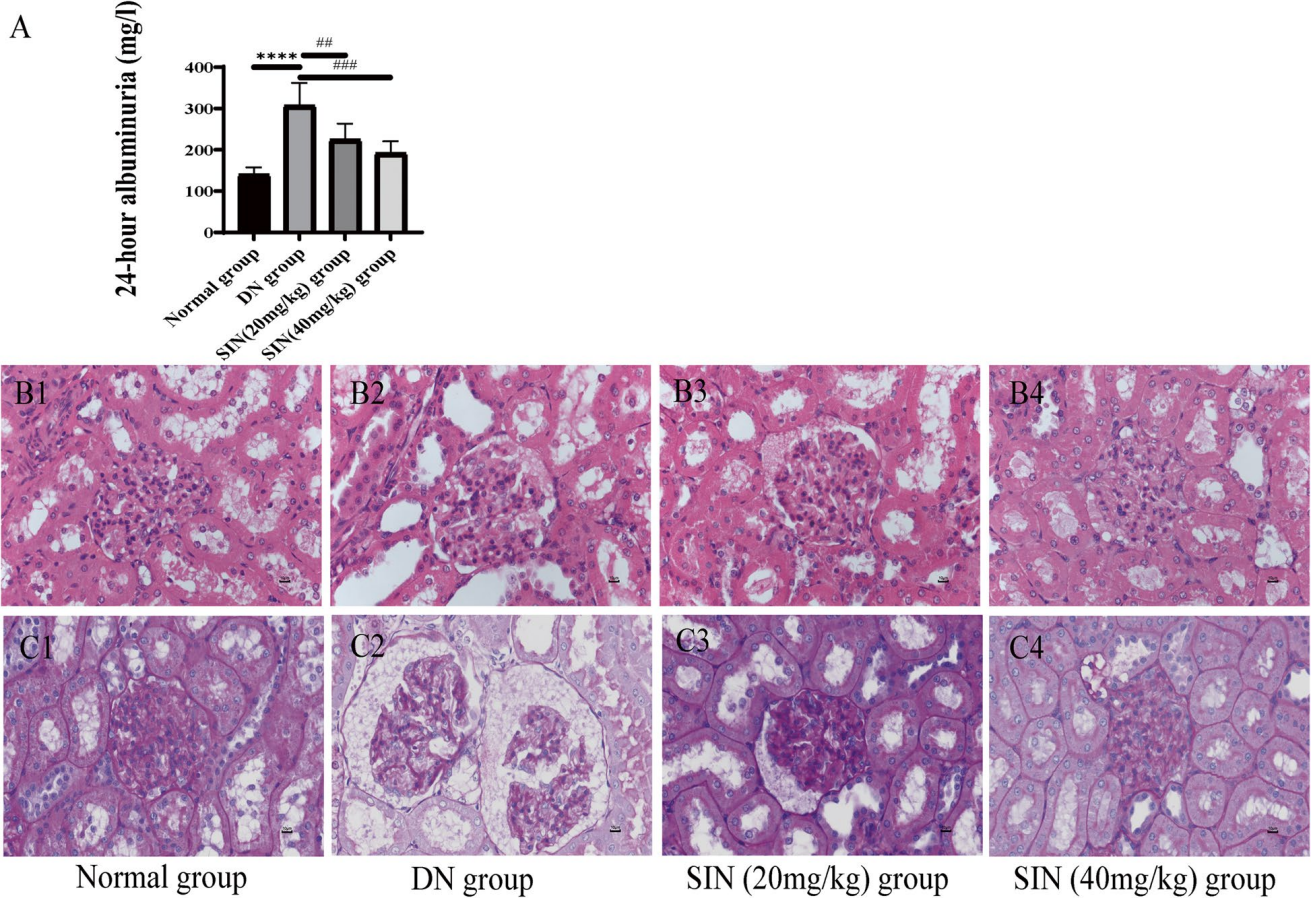
Effects of treatment of SIN at two doses on albuminuria, renal function and nephropathy morphology in DN rats. The treating effect of SIN on albuminuria (**A**). Representative micrographs of kidney sections were conducted in rats. Pathological changes of kidney were evaluated by H&E (**B**), PAS staining (**C**) (scale bar = 10 μm). (****, *p* < 0.0001 vs. normal group; ##, ###, *p* < 0.01, 0.001 vs. DN group, n = 6)

### Results of the histological evaluation of kidney

Histological examination of renal tissue was conducted by using H&E, PAS staining as shown in Fig. 4B, C. In the H&E staining, obvious sclerosing glomeruli, vacuolation of tubular epithelial cells, obvious dilation of renal tubules, mesangial expansion, and thickened basement membranes were exhibited in DN group. Compared with the DN group, the basement membrane, glomerular and tubular structure in normal group were complete. After SIN (20 mg/kg) and SIN (40 mg/kg) treatment, the pathological phenomena of DN renal tissues were significantly improved, the atrophic glomeruli were ameliorated, and the tubular dilatation was significantly reduced. In addition, PAS staining displayed the excessive extracellular matrix deposition inside glomeruli and on the basement membrane of the tubule in DN group. Compared with the SIN-treated group, the pathological abnormalities above were obviously improved. These histological results revealed that SIN had considerable therapeutic potential on DN progression.

### Transcriptomic sequencing and data analysis

We first analyzed the gene expression level in different samples, Fig. 5A showed the gene expression level in samples from DN, normal and SIN-treated groups. 

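RNA was taken from the renal tissue of 16 rats, 4 in each of the normal, DN, SIN (20 mg/kg) and SIN (40 mg/kg) groups, out of the 6 rats per group that the paper describes. The rats of the DN and SIN groups had received streptozotocin at 45 mg/kg, and the SIN groups were given SIN daily for 8 weeks. The authors enriched mRNA with oligo(dT), sequenced it on an Illumina platform and aligned the trimmed reads to the rat genome with TopHat. The authors deposited estimated counts of reads for 35849 genes in each rat, without normalization, and the paper's text does not name the program that made them. Of the nonzero values 74.3% were whole numbers and the rest were fractions, and all were rounded to whole counts before the tests. The total per rat was between 19616312 and 25217030 estimated counts. Its median was 21802228 in the normal group, 22698129 in the DN group, 21753625 in the SIN (20 mg/kg) group and 20295397 in the SIN (40 mg/kg) group. The serial numbers of the libraries run consecutively within each group, so a batch of libraries and the condition cannot be told apart. Each SIN group was compared with the DN group by edgeR's quasi-likelihood test, which is two-sided, on the 8 rats of that comparison. Counts were normalized by the TMM method, genes with low counts were removed by filterByExpr, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Expression is given as CPM, counts scaled to a common library size, with TMM factors over all 16 rats. Each log2 fold change is the SIN group over the DN group, so a gene that the paper reports as upregulated in DN versus SIN has a negative value. Genes are named by the symbols and Ensembl identifiers of the deposited table, and their positions on the genome were not used here.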

Then, we investigated DEGs in DN group compared with low and high dose SIN-treated DN group. We found 232 DEGs (*P* < 0.05 and fold change > 1 or less than − 1) in DN versus SIN (20 mg/kg) group and 264 DEGs in DN group versus SIN (40 mg/kg)-treated group, which were showed in volcano plots (Fig. 5B, C).

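Between the SIN (20 mg/kg) and DN groups 15724 genes were tested. An unadjusted p under 0.05 together with a log2 fold change of at least 1 in either direction was reached by 173 of them, of which 125 were higher and 48 lower in the SIN (20 mg/kg) group. With an adjusted p under 0.05, the threshold that the paper's methods give, the number of DEGs was 0, and the smallest adjusted p of edgeR's quasi-likelihood test was 0.0585. Between the SIN (40 mg/kg) and DN groups, 206 of 15530 genes passed the unadjusted threshold, 106 of them higher and 100 lower in the SIN (40 mg/kg) group. The number of DEGs past the adjusted threshold was again 0, with a smallest adjusted p = 0.14 in edgeR's test. Leaving out the filter on low counts moved the unadjusted numbers most, to 464 genes at 20 mg/kg and 516 genes at 40 mg/kg. DESeq2 in place of the quasi-likelihood test moved the adjusted numbers most, to 29 DEGs at 20 mg/kg and 57 DEGs at 40 mg/kg. At each dose, 5 of the 35 ways to divide the same 8 rats into 4 and 4, the real one included, gave at least as many genes past the unadjusted threshold. At both doses together, 45 of the 15435 genes tested in both comparisons passed the unadjusted threshold, and all 45 changed in the same direction. The same 4 DN rats stand in both comparisons.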

**Fig. 5:**
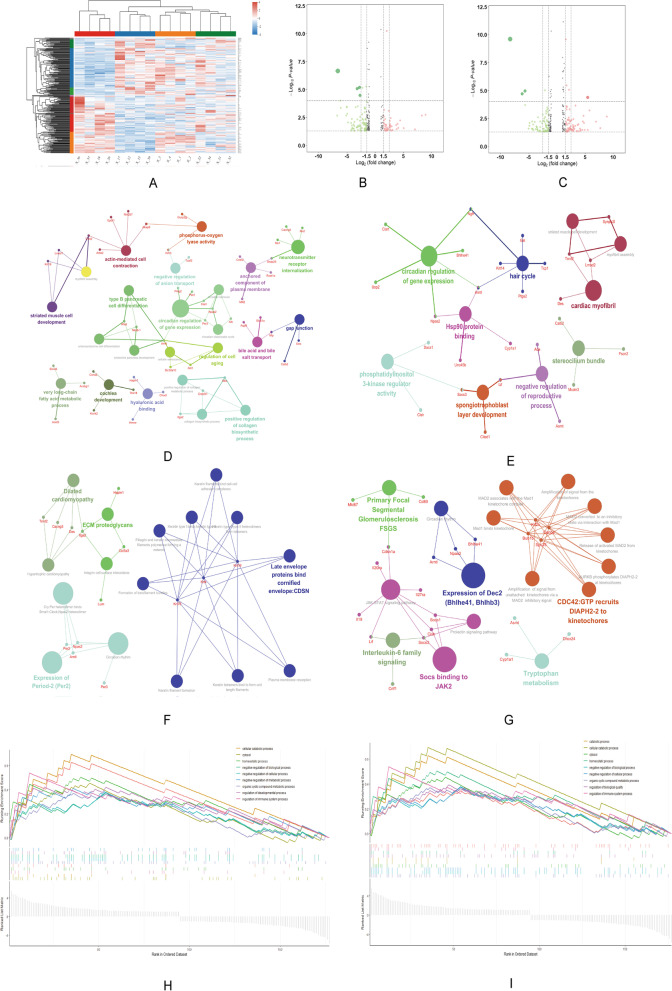
SIN affected renal mRNA alteration in DN rats. Heatmap showed the clustering of mRNAs in the renal tissues of each group. In the clustering analysis, upregulated and downregulated genes were marked in red and blue, respectively (**A**). The volcano plot compared the mRNA expression profile in renal tissues of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (**B-C**). Gene functions and pathways were analyzed by using ClueGO and CluePedia plugins in Cytoscape: The network of hub genes and GO interaction of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (**D-E**); The network of hub genes and pathways interaction of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (**F-E**). GSEA-based GO analysis-enrichment plots of representative gene sets of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (**H-I**).

ClueGO and CluePedia were employed to identify potential roles of these DEGs in DN process, and the biological process of GO analysis was focused. The p-value < 0.05 was accepted significant. 

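The deposited table lists GO terms and KEGG pathways beside each gene, and a gene stands only under the terms it is given directly, not under their parent terms. Each term with at least 10 tested genes was compared with all other tested genes by limma's camera test, which is two-sided and was run with an inter-gene correlation of 0.01. The test looks for a shift in one direction, so it can miss a term whose genes move in opposite directions, and it differs from the enrichment of DEGs that the paper used. Of the 13 genes under bile acid and bile salt transport, 10 were tested in the SIN (20 mg/kg) group against the DN group. Their median log2 fold change was -0.14 (adjusted p = 0.412 by limma's camera test, over the 3 named terms that could be tested at this dose). Very long-chain fatty acid metabolic process held 8 genes, neurotransmitter receptor internalization 5 and actin-mediated cell contraction 2, which is under the minimum for this test. Negative regulation of anion transport held 0 genes of the table. With RLE normalization, with only genes of at least 10 counts in every compared rat, or with the correlation estimated from the data, the number of named terms with an adjusted p under 0.05 stayed at 0. Among all 2455 terms tested at this dose, 7 had an adjusted p under 0.05, 4 with higher and 3 with lower expression in the SIN (20 mg/kg) group. As many terms or more came from 18 of the 35 ways to divide the 8 rats into 4 and 4.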

GO analysis of the DEGs between DN versus SIN (20 mg/kg) group showed that the top five biological process were very long-chain fatty acid metabolic process, neurotransmitter receptor internalization, negative regulation of anion transport, bile acid and bile salt transport, and actin-mediated cell contraction (Fig. 5D). In addition, GO analysis of the DEGs between DN versus SIN (40 mg/kg) group showed that the top five biological process were circadian regulation of gene expression, phosphatidylinositol 3-kinase regulator activity, spongiotrophoblast layer development, striated muscle cell development, and myofibril assembly (Fig. 5E).

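Circadian regulation of gene expression held 48 genes in the table, of which 42 were tested. Their median log2 fold change in the SIN (40 mg/kg) group over the DN group was 0.14 (adjusted p = 0.102 by limma's camera test over the 4 named terms that could be tested at this dose). Ciart (ENSRNOG00000042717) was at 8.27 ± 1.42 CPM (SD, n = 4) in the SIN (40 mg/kg) group and 1.87 ± 1.64 CPM (SD, n = 4) in the DN group. The log2 fold change of Ciart was 2.16 (standard error 0.51, adjusted p = 0.179 by edgeR's quasi-likelihood test). Every SIN (40 mg/kg) rat was above every DN rat in Ciart, whose adjusted p was 0.00338 with DESeq2 and 0.0169 with edgeR's exact test and ranged from 0.00338 to 0.392 over the alternatives. Arntl (ENSRNOG00000014448), which encodes Bmal1, was at 5.62 ± 1.27 CPM (SD, n = 4) and at 16.9 ± 4.56 CPM (SD, n = 4) in the DN group. Arntl had a log2 fold change of -1.57 (standard error 0.24, adjusted p = 0.148 by edgeR's quasi-likelihood test), and every SIN (40 mg/kg) rat was below every DN rat. The adjusted p of Arntl was 7.43e-07 with DESeq2, 4.42e-05 with edgeR's exact test and 0.04 with all 16 rats in one fit, within a range over the alternatives of 7.43e-07 to 0.392. Both arms of the clock were put together in a clock phase score, the mean log2 CPM of 10 clock genes grouped with Dbp minus that of 5 clock genes grouped with Bmal1. The score was 2.56 ± 0.28 (SD, n = 4) in the SIN (40 mg/kg) group and 1.10 ± 0.65 (SD, n = 4) in the DN group. The difference of 1.46 had p = 0.0286 in a two-sided exact permutation test, the smallest p that 4 rats against 4 allow. The score was chosen because the paper had named circadian terms from these same rats, so this test is not independent of that result. A prior count of 0.25 in place of 2 moved the difference most among the settings that kept all rats, to 1.49. Not every gene moved with the score. Of those grouped with Bmal1, Arntl, Npas2 and Nfil3 were lower than in DN, but Clock and Cry1 were higher, with log2 fold changes of 0.16 and 0.47. At 20 mg/kg Clock and Cry1 were higher as well, at 0.27 and 0.46, and the groups overlapped in both genes at both doses. Nr1d1, grouped with Dbp, was lower at 40 mg/kg, at -0.345. The paper's text does not give the time of day at which the tissue was collected. The table held 8 genes under 1-phosphatidylinositol-3-kinase regulator activity, 6 under spongiotrophoblast layer development, 1 under striated muscle cell development and 8 under myofibril assembly, too few to test. Of the muscle genes labelled in Fig. 5E, Des (ENSRNOG00000019810) was at 69.6 CPM in DN replicate 3 and at 14.99 to 21.4 CPM in the other DN rats. The log2 fold change of Des was -1.16 (standard error 0.45, adjusted p = 0.249 by edgeR's quasi-likelihood test) and became -0.38 without DN replicate 3.

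**Figure D1:**
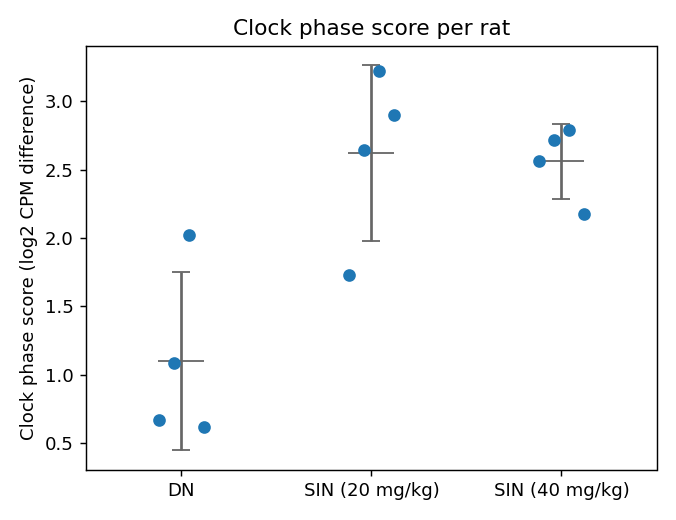
Clock phase score of each rat in the DN, SIN (20 mg/kg) and SIN (40 mg/kg) groups. The vertical axis is the score as a difference in log2 CPM, each point is one rat (n = 4 per group) and the bars are the mean ± SD. The 4 SIN (40 mg/kg) rats lie between 2.17 and 2.79, all above the highest DN rat at 2.02, and the lowest SIN (20 mg/kg) rat lies at 1.73.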

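In the SIN (20 mg/kg) group the largest loss of expression among the clock genes tested was in Npas2 (ENSRNOG00000013408), with 1.31 ± 0.228 CPM (SD, n = 4) against 5.58 ± 1.30 CPM (SD, n = 4) in the DN group. This was a log2 fold change of -2.08 (standard error 0.24, adjusted p = 0.0585 by edgeR's quasi-likelihood test), and every SIN (20 mg/kg) rat was below every DN rat. Npas2 passed the adjusted threshold with DESeq2 (adjusted p = 2.69e-10), edgeR's exact test (adjusted p = 2.11e-08), no filter (adjusted p = 0.0401), at least 10 counts in every compared rat (adjusted p = 0.0379) and all 16 rats in one fit (adjusted p = 0.00842), and the highest value over the alternatives was 0.286. Arntl fell by 2.04 on the log2 scale, to 4.08 ± 1.75 CPM (SD, n = 4), with an adjusted p = 0.141 by edgeR's quasi-likelihood test. Per2 (ENSRNOG00000020254) rose to 68.6 ± 13.7 CPM (SD, n = 4) from 32.5 ± 7.96 CPM (SD, n = 4) in the DN group, a log2 fold change of 1.08 (standard error 0.18, adjusted p = 0.203 by edgeR's quasi-likelihood test). Per3 (ENSRNOG00000018413) had a log2 fold change of 1.03 (standard error 0.18, adjusted p = 0.209 by edgeR's quasi-likelihood test). Arntl, Per2 and Per3 passed the adjusted threshold with DESeq2, with edgeR's exact test and with all 16 rats in one fit, and the adjusted p over the alternatives ranged from 2.89e-07 to 0.528 for Arntl, 7.47e-05 to 0.528 for Per2 and 0.000207 to 0.544 for Per3. The 43 tested genes of the 68 under the GO term circadian rhythm, which is not the pathway of that name, had a median log2 fold change of 0.11 (adjusted p = 0.412 by limma's camera test). The table does not list Npas2, Arntl or Ciart under this GO term, so its median leaves out the clock genes that changed most. The clock phase score was 2.62 ± 0.64 (SD, n = 4), a difference of 1.53 from the DN group whose 2 groups overlapped (exact permutation test, two-sided, p = 0.0571). The 119 tested genes under extracellular matrix had a median log2 fold change of -0.22 (adjusted p = 0.00101 by limma's camera test over all 2455 terms). Without DN replicate 3 the median was -0.15 and the adjusted p of this term was 0.13. In each rat's mean over the extracellular matrix genes, the SIN (20 mg/kg) group was lower by 0.17 on the log2 scale, which did not exceed the spread between rats (exact permutation test, two-sided, p = 0.171). Lum (ENSRNOG00000004610) was at 8.24 CPM in DN replicate 3 and at 0.486 to 1.30 CPM in the other DN rats, and its log2 fold change moved from -1.84 to -0.06 without that rat. Krt14 (ENSRNOG00000003899) was at 7.70 CPM in DN replicate 3, and its log2 fold change moved from -1.75 to 0.47 without that rat.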

After the analysis of pathway enrichment analysis (KEGG, REACTOME, REACTOME Reactions, and Wikipathways) of DEGs between DN versus SIN (20 mg/kg)-treated group, the five most significantly enriched pathways were integrin cell surface interactions, ECM proteoglycans, circadian rhythm, expression of Period-2, and keratin type I binds keratin type II (Fig. 5F). 

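Socs3 (ENSRNOG00000002946) was at 3.05 ± 0.355 CPM (SD, n = 4) in the SIN (40 mg/kg) group and 6.62 ± 1.10 CPM (SD, n = 4) in the DN group. Socs3 had a log2 fold change of -1.10 (standard error 0.19, adjusted p = 0.167 by edgeR's quasi-likelihood test), and every SIN (40 mg/kg) rat was below every DN rat. Cish (ENSRNOG00000029543) was at 29.6 ± 7.31 CPM (SD, n = 4) and 61.1 ± 32.1 CPM (SD, n = 4), a log2 fold change of -1.03 (standard error 0.34, adjusted p = 0.216 by edgeR's quasi-likelihood test). Socs1 (ENSRNOG00000002568) had a log2 fold change of -0.99 (standard error 0.36, adjusted p = 0.23 by edgeR's quasi-likelihood test). The groups overlapped in Cish and in Socs1. The cytokine gene Lif (ENSRNOG00000007002) had a log2 fold change of -1.33 (standard error 0.41, adjusted p = 0.204 by edgeR's quasi-likelihood test). The receptor gene Il20ra (ENSRNOG00000012286) was at 4.74 ± 1.39 CPM (SD, n = 4) in the SIN (40 mg/kg) group against 1.79 ± 0.262 CPM (SD, n = 4). All 4 SIN (40 mg/kg) rats were above every DN rat in Il20ra, with a log2 fold change of 1.42 (standard error 0.25, adjusted p = 0.173 by edgeR's quasi-likelihood test). Cdkn1a (ENSRNOG00000000521) had a log2 fold change of -1.05 (standard error 0.17, adjusted p = 0.148 by edgeR's quasi-likelihood test). With DESeq2 in place of the quasi-likelihood test the adjusted p was 0.000151 for Socs3, 0.0485 for Cish, 0.000416 for Il20ra and 1.69e-05 for Cdkn1a. With edgeR's exact test it was 0.00317 for Socs3, 0.00153 for Il20ra and 0.000526 for Cdkn1a, and Cish did not pass. The highest adjusted p over the alternatives was 0.431 for Cish and 0.392 for each of the other 3 genes. KEGG Jak-STAT signaling pathway held 7 genes of the table, under the minimum for the camera test. KEGG Tryptophan metabolism held 52 genes, of which 37 were tested, with a median log2 fold change of -0.01 (adjusted p = 0.964 by limma's camera test). The GO term circadian rhythm had 44 tested genes at this dose, with a median log2 fold change of 0.04 (adjusted p = 0.51 by limma's camera test). In the SIN (20 mg/kg) group the log2 fold changes from DN were -0.03 for Socs3, -0.30 for Socs1, -0.73 for Cish and 0.44 for Lif. Il20ra and Cdkn1a kept their direction at 20 mg/kg, at 0.71 and -0.65. The fall of Socs3 and Lif was thus not seen at the lower dose.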

The top five pathways from pathway enrichment analysis of DN versus SIN (40 mg/kg) group were interleukin-6 family signaling, JAK-STAT signaling pathway, socs binding to JAK2, tryptophan metabolism, and circadian rhythm (Fig. 5G).

GO analysis of DEGs could forecast the potential effect on the cellular biological processes. But it is hard to identify the attribution of DEGs to specific GO terms. GSEA could rank all genes according to the expression level and could be employed to figure out the roles of DEGs on specific GO terms. Therefore, we used GSEA to identify critical GO terms affected by SIN. In DN versus SIN (20 mg/kg) group, the top 9 GO terms analyzed by GSEA were cytosol, cellular catabolic process, regulation of immune system process, homeostatic process, catabolic process, organic cyclic compound metabolic process, negative regulation of cellular process, negative regulation of biological process, and regulation of developmental process (Fig. 5H). 

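Cytosol was the only one of these terms with at least 10 genes listed directly under it, and 2372 of its 2958 genes in the table were tested. In the SIN (20 mg/kg) group over the DN group their median log2 fold change was -0.006 (adjusted p = 0.794 by limma's camera test), a difference not distinguishable from that of the other genes tested. The table lists 4 genes directly under regulation of immune system process, 6 under homeostatic process, 2 under catabolic process, 1 under negative regulation of cellular process and 2 under regulation of developmental process. The gene sets that the paper's GSEA drew from parent terms were not used here.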

In DN versus SIN (40 mg/kg) group, the top 9 GO terms were organic cyclic compound metabolic process, negative regulation of biological process, negative regulation of cellular process, cytosol, cellular catabolic process, catabolic process, regulation of biological quality, homeostatic process, and regulation of immune system process (Fig. 5I).

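Of the terms named at this dose, cytosol was again the one that could be tested, with 2354 genes. Their median log2 fold change in the SIN (40 mg/kg) group over the DN group was 0.018 (adjusted p = 0.964 by limma's camera test). Regulation of biological quality held 0 genes of the table. Over all 2436 terms tested at 40 mg/kg, 8 had an adjusted p under 0.05, 3 with higher and 5 with lower expression in the SIN (40 mg/kg) group. As many terms or more came from 17 of the 35 ways to divide the 8 rats into 4 and 4.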

### Differential Metabolite Analysis of serum

In this study, we combined the positive and negative ion mode for later analyses. First, PCA was performed on serum samples and clear differences in the serum metabolome were observed between DN and SIN-treated groups (Fig. 6A, B). OPLS-DA was then conducted to identify and characterize metabolites between DN versus SIN (20 mg/kg) group and DN versus SIN (40 mg/kg) group (Fig. 6 C, D). The subsequent S-plots were applied to identify significantly changed metabolites in between DN versus SIN (20 mg/kg) group and DN versus SIN (40 mg/kg) group (Fig. 6E, F). VIP variables (generated after OPLS-DA analysis) > 1.0 were selected to later analyses. In addition, the significantly different metabolites with VIP > 1.0 in DN versus SIN (20 mg/kg) group and DN versus SIN (40 mg/kg) group were also filtered from the S-plot for later analysis, we selected the top 30 metabolites according to the VIP value between DN versus SIN (20 mg/kg) group and DN versus SIN (40 mg/kg) group (Fig. 6G, H). Pearson’s correlation analysis and hierarchical clustering analysis were applied to determine the relationships among the top 50 metabolites in DN versus SIN (20 mg/kg)-treated group and DN versus SIN (40 mg/kg)-treated group (Fig. 6I-J). The heatmaps were used to show the specific metabolic biomarkers distinguished between DN versus SIN (20 mg/kg) treatment group and DN versus SIN (40 mg/kg) treatment group (Fig. 6K, L). In addition, KEGG enrichment analysis was conducted to distinguish the different metabolites of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (Fig. 6M, N).

**Fig. 6:**
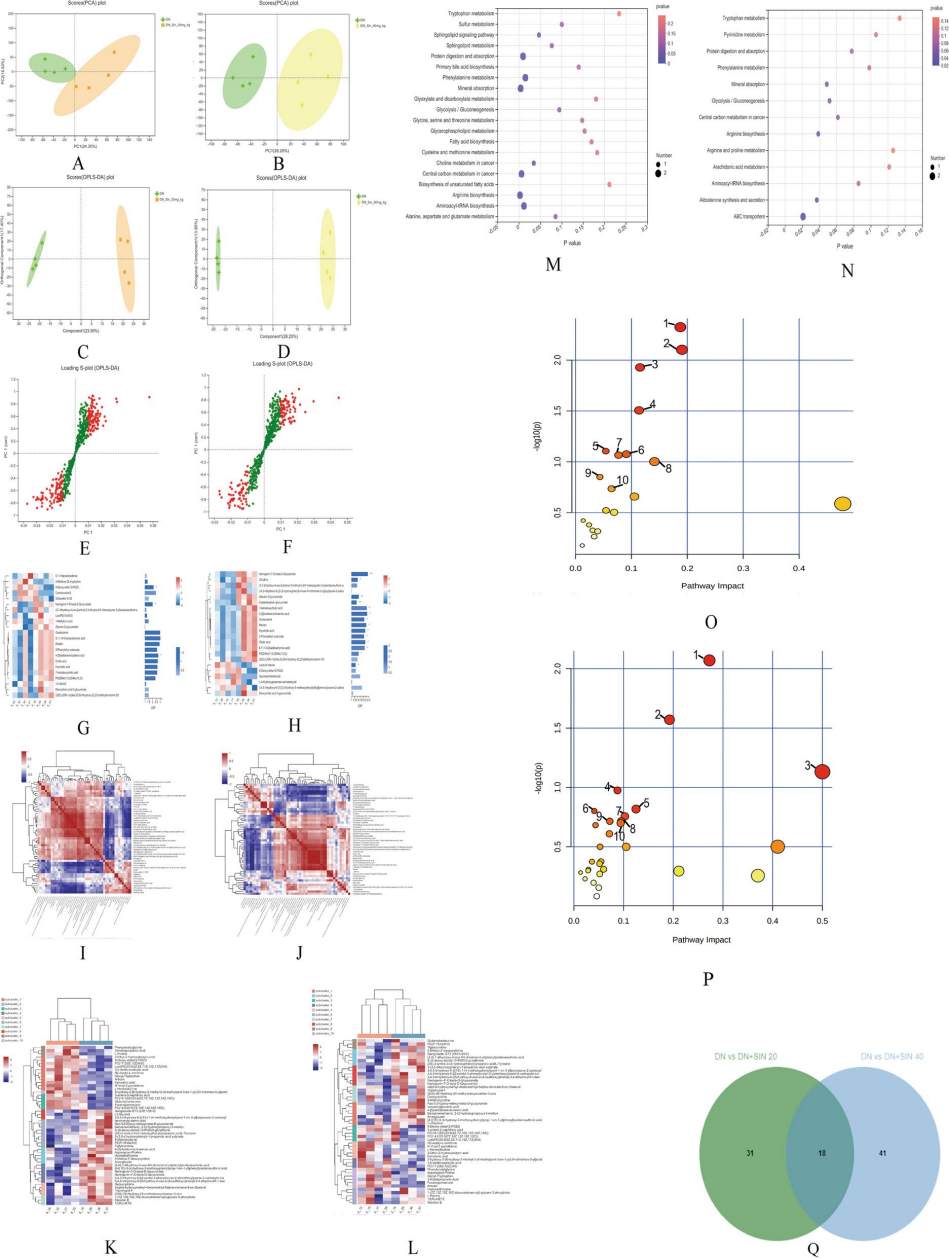
Serum metabolomics for SIN treated DN rats. PCA score plot of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (**A-B**). OPLS-DA score plot of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (**C-D**); S-plot was used to select the changes of metabolites, the variables in red were the lipids with VIP > 1.0. S-plot of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (**E-F**). VIP value analysis of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (**G-H**). Heatmap of Pearson’s correlations of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (**I-J**). Heatmap of different metabolites of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (**K-L**). KEGG enrichment analysis of different metabolites of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (**M-N**). Summary of pathway analysis with MetaboAnalyst 5.0: (1) Linoleic acid metabolism; (2) alpha-Linolenic acid metabolism; (3) Arginine biosynthesis; (4) Retinol metabolism; (5) Fatty acid elongation; (6) Arginine and proline metabolism; (7) Arachidonic acid metabolism; (8) Glycerophospholipid metabolism; (9) Phenylalanine metabolism; (10) Histidine metabolism in DN vs. SIN (20 mg/kg) group (**O**). (1) Retinol metabolism; (2) Arginine biosynthesis; (3) Biosynthesis of unsaturated fatty acids; (4) Sphingolipid metabolism; (5) Linoleic acid metabolism; (6) Aminoacyl-tRNA biosynthesis; (7) Arachidonic acid metabolism; (8) alpha-Linolenic acid metabolism; (9) Tryptophan metabolism; (10) Glycerophospholipid metabolism in DN vs. SIN (40 mg/kg) group (**P**). Venn diagram of the overlapping metabolites of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (**Q**)

The metabolic biomarkers altered in the SIN (20 mg/kg) and SIN (40 mg/kg)-treated group versus DN group were identified to be involved in top 10 potential pathways based on metabolic pathway analysis with MetaboAnalyst 5.0, including (1) Linoleic acid metabolism; (2) alpha-Linolenic acid metabolism; (3) Arginine biosynthesis; (4) Retinol metabolism; (5) Fatty acid elongation; (6) Arginine and proline metabolism; (7) Arachidonic acid metabolism; (8) Glycerophospholipid metabolism; (9) Phenylalanine metabolism; (10) Histidine metabolism in SIN (20 mg/kg)-treated group versus DN group (Fig. 6O). And, (1) Retinol metabolism; (2) Arginine biosynthesis; (3) Biosynthesis of unsaturated fatty acids; (4) Sphingolipid metabolism; (5) Linoleic acid metabolism; (6) Aminoacyl-tRNA biosynthesis; (7) Arachidonic acid metabolism; (8) alpha-Linolenic acid metabolism; (9) Tryptophan metabolism; (10) Glycerophospholipid metabolism in SIN (40 mg/kg) group versus DN group (Fig. 6P). Furthermore, Venn diagram was used to determine the overlapping metabolites of DN vs. SIN (20 mg/kg) group and DN vs. SIN (40 mg/kg) group (Fig. 6Q). The 18 overlapping metabolites included 4-[5]-ladderane-butanoic acid; Asparaginyl-Proline; (-)-Glycinol; Benzenemethanol, 2-(2-hydroxypropoxy)-3-methyl-; 2-hydroxy-2-[8-hydroxy-2-methyl-2-(4-methylpent-3-en-1-yl)-2 H-chromen-5-yl]acetic acid; Arbutin; Naringenin-4’-O-beta-D-Glucuronide; Phenylacetylglycine.

S-(9-deoxy-delta9,12-PGD2)-glutathione; [3-(6,7-dihydroxy-4-oxo-4 H-chromen-2-yl)phenyl]oxidanesulfonic acid; (2 S)-2-amino-3-(4-hydroxyphenyl)propanoic acidL-Tyrosine; Naringenin-7-O-beta-D-Glucuronide; Furanogermenone; 3,5-dichlorosalicylic acid; Rac-5,6-Epoxy-retinoyl-beta-D-glucuronide; 3,4,5-trihydroxy-6-[(2-pentyl-3-phenyloxiran-2-yl)methoxy]oxane-2-carboxylic acid; Ganglioside GT3 (d18:1/20:0); N2-Acetyl-L-ornithine, which were showed in Table 2.

**Table 2:** Eighteen differential metabolites identified from different groups

Metabolite	Formula	DN vs. DN + SIN (20 mg/kg)				DN vs. DN + SIN (40 mg/kg)			
		VIP (OPLS-DA)	FC	P value	FDR	VIP (OPLS-DA)	FC	P value	FDR
4-[5]-ladderane-butanoic acid	C16H22O2	2.750310196	1.174397407	0.04862	0.3666	2.088799602	1.10438095	0.01263	0.14
Asparaginyl-Proline	C9H15N3O4	1.335358198	1.037578288	0.0385	0.3581	1.264694445	0.96283903	0.02319	0.18
(-)-Glycinol	C15H12O5	3.049088211	1.293369664	0.00309	0.269	2.642880823	1.28674699	0.02533	0.19
Benzenemethanol, 2-(2-hydroxypropoxy)-3-methyl-	C11H16O3	1.70174831	1.076959396	0.02309	0.3376	2.238934972	1.15231119	0.00647	0.11
2-hydroxy-2-[8-hydroxy-2-methyl-2-(4-methylpent-3-en-1-yl)-2 H-chromen-5-yl]acetic acid	C18H22O5	1.590928708	0.935587762	0.03168	0.3443	1.567821886	0.92626544	0.04701	0.24
Arbutin	C12H16O7	1.927342137	0.887000596	0.003632	0.2768	2.166510528	0.85513078	7.2E-05	0.02
Naringenin-4’-O-beta-D-Glucuronide	C21H20O11	1.909917025	1.10625	0.04217	0.3617	2.112485633	1.12457454	0.00862	0.13
Phenylacetylglycine	C10H11NO3	1.505632048	0.95286253	0.03071	0.3443	1.204458293	0.96577484	0.02271	0.18
S-(9-deoxy-delta9,12-PGD2)-glutathione	C30H47N3O10S	1.156293297	1.033232089	0.04581	0.3637	1.264550908	1.04123154	0.03162	0.2
[3-(6,7-dihydroxy-4-oxo-4 H-chromen-2-yl)phenyl]oxidanesulfonic acid	C15H10O8S	1.897366035	1.077025994	0.0144	0.3273	1.561911404	1.05980816	0.02146	0.17
(2 S)-2-amino-3-(4-hydroxyphenyl)propanoic acidL-Tyrosine	C9H11NO3	1.033002195	1.0220613	0.02957	0.3443	1.12525557	1.02812129	0.01837	0.16
Naringenin-7-O-beta-D-Glucuronide	C21H20O11	2.000183288	1.08987701	0.02153	0.3376	2.112485633	1.12457454	0.00862	0.13
Furanogermenone	C15H20O2	5.906354275	0.219909605	0.002447	0.2638	4.63574522	0.26733516	0.01212	0.14
3,5-dichlorosalicylic acid	C7H4Cl2O3	3.322460748	0.795840266	0.008505	0.3178	3.073359328	0.78979524	0.02436	0.18
Rac-5,6-Epoxy-retinoyl-beta-D-glucuronide	C26H36O9	3.122146738	1.349954393	0.04043	0.3612	2.760429353	1.33053641	0.04719	0.24
3,4,5-trihydroxy-6-[(2-pentyl-3-phenyloxiran-2-yl)methoxy]oxane-2-carboxylic acid	C20H28O8	2.20559935	1.098851518	0.002855	0.269	1.506658968	1.0609901	0.01941	0.17
Ganglioside GT3 (d18:1/20:0)	C83H146N4O37	2.007697829	1.072841134	0.005428	0.2806	1.261236796	1.03349738	0.02006	0.17
N2-Acetyl-L-ornithine	C7H14N2O3	1.286873738	0.972589329	0.004259	0.2777	1.039982589	0.9754541	0.02507	0.18

### Integrated analysis of metabolomics and transcriptomics

To obtain a comprehensive view of the mechanisms of SIN against DN, we constructed an interaction network based on metabolomics and transcriptomics. The key metabolites and putative genes in DN versus SIN (20 mg/kg) and SIN (40 mg/kg)-treated group were loaded into MetScape (a plugin in of Cytoscape), to establish a metabolite–reaction–enzyme–gene network in order to visualize the molecular mechanism of SIN in treating DN. In DN versus SIN (20 mg/kg) group, we found S-(9-deoxy-delta9,12-PGD2)-glutathione was significantly upregulated and 9-deoxy-delta12-PGD2 was significantly downregulated in prostaglandin formation from arachidonate. Deoxycytidine was significantly upregulated in pyrimidine metabolism. In addition, N-Acetylornithine, L-Proline and the expression of GPT2 were significantly downregulated in urea cycle and metabolism of arginine, proline, glutamate, aspartate and asparagine. 

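Gpt2 (ENSRNOG00000059579) encodes a glutamate-pyruvate transaminase and was at 20.5 ± 4.36 CPM (SD, n = 4) in the DN group and 42.5 ± 13.05 CPM (SD, n = 4) in the SIN (20 mg/kg) group. Gpt2 had a log2 fold change of 1.06 (standard error 0.22, adjusted p = 0.27 by edgeR's quasi-likelihood test), and each of the 4 SIN (20 mg/kg) rats was above every DN rat. With each rat left out in turn the log2 fold change stayed between 0.84 and 1.19. The adjusted p of Gpt2 was 0.00336 with DESeq2 and 0.00795 with edgeR's exact test, and between 0.0711 and 0.283 in the other alternatives that kept all rats. In the normal group Gpt2 was at 7.43 ± 1.60 CPM (SD, n = 4), lower than in every DN rat, with a log2 fold change of 1.46 for DN over normal (standard error 0.20, adjusted p = 0.00421 by edgeR's quasi-likelihood test).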

And Rac-5,6-Epoxy-retinoyl-beta-D-glucuronide was significantly increased in vitamin A (retinol) metabolism (Fig. 7).

**Fig. 7:**
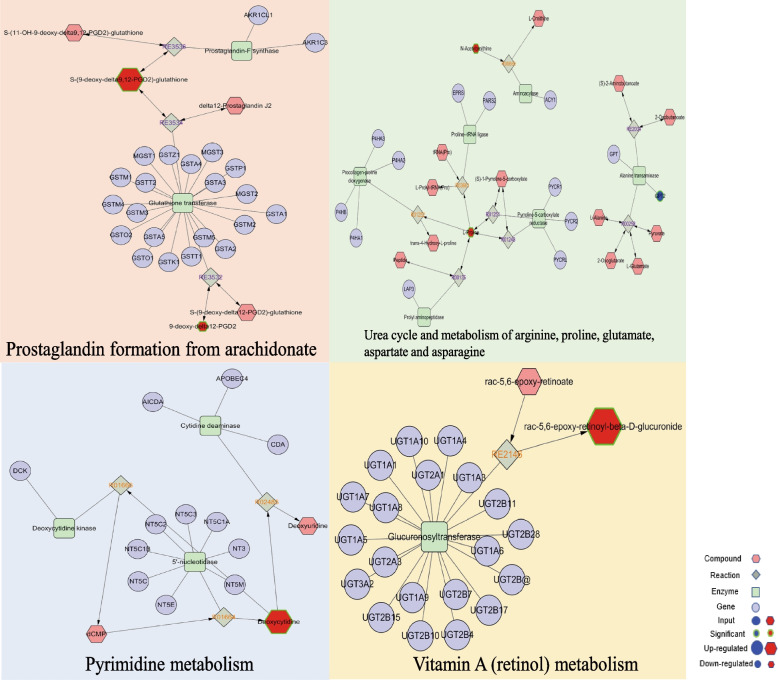
Fully connected network of differential metabolites and genes in DN versus SIN (20 mg/kg) treatment group

In DN versus SIN (40 mg/kg) group, the expression level of PLA2G2A was significantly increased in arachidonic acid metabolism, while PTGS2 and CYP1A1 were significantly downregulated. 

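Pla2g2a (ENSRNOG00000016945), a secreted phospholipase gene, was at 0.504 ± 0.342 CPM (SD, n = 4) in the SIN (40 mg/kg) group and 1.87 ± 1.34 CPM (SD, n = 4) in the DN group. Its log2 fold change was -1.87 (standard error 0.65, adjusted p = 0.22 by edgeR's quasi-likelihood test), and its unadjusted p was under 0.05. With each rat left out in turn it stayed between -2.22 and -1.33, and in some alternatives, among them the one without DN replicate 3, the unadjusted p was above 0.05. Ptgs2 (ENSRNOG00000002525), which encodes cyclooxygenase, was at 5.90 ± 4.10 CPM (SD, n = 4) in the SIN (40 mg/kg) group and 2.79 ± 1.13 CPM (SD, n = 4) in the DN group. Ptgs2 had a log2 fold change of 1.10 (standard error 0.57, adjusted p = 0.35 by edgeR's quasi-likelihood test), and 3 of the 4 SIN (40 mg/kg) rats were above every DN rat. Cyp1a1 (ENSRNOG00000019500), a cytochrome P450 gene, was at 6.35 ± 4.59 CPM (SD, n = 4) and 2.93 ± 1.81 CPM (SD, n = 4) in the SIN (40 mg/kg) and DN groups. Cyp1a1 had a log2 fold change of 1.12 (standard error 0.55, adjusted p = 0.327 by edgeR's quasi-likelihood test), and 1 of the 4 SIN (40 mg/kg) rats was above every DN rat. The unadjusted p of Ptgs2 and of Cyp1a1 was above 0.05 in this test. It was under 0.05 in some of the alternatives, among them DESeq2 for both genes. With each rat left out in turn the log2 fold change was between 0.59 and 1.44 for Ptgs2 and between 0.49 and 1.56 for Cyp1a1.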

PLA2G2A was upregulated and compound L-Serine was downregulated in Glycerophospholipid metabolism. In leukotriene metabolism, we found the expression of ACSL6 was significantly increased and CYP1A1 was decreased. 

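Acsl6 (ENSRNOG00000026745), which encodes an acyl-CoA synthetase, had too few counts to pass the filter. Its counts were 55, 19, 5 and 2 in the 4 DN rats and 6, 6, 1 and 8 in the 4 SIN (40 mg/kg) rats. These are 0.929 ± 1.07 CPM (SD, n = 4) in the DN group and 0.256 ± 0.146 CPM (SD, n = 4) in the SIN (40 mg/kg) group, so the DN group's mean rests on DN replicates 1 and 2. Without the filter its log2 fold change was -1.83 (adjusted p = 0.411 by edgeR's quasi-likelihood test).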

In linoleate metabolism, PLA2G2A was significantly upregulated and PTGS2 was downregulated. In purine metabolism, the expression of ATP12A and ADA were significantly increased while the expression of POLR2H and PDE10A were significantly decreased. In addition, ASMT and CYP1A1 were significantly downregulated in tryptophan metabolism. 

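Atp12a (ENSRNOG00000020685), a proton pump gene, was at 8.03 ± 2.59 CPM (SD, n = 4) in the DN group and 2.37 ± 2.19 CPM (SD, n = 4) in the SIN (40 mg/kg) group. Atp12a had a log2 fold change of -1.75 (standard error 0.51, adjusted p = 0.2 by edgeR's quasi-likelihood test), and every SIN (40 mg/kg) rat was below every DN rat. SIN (40 mg/kg) replicate 1 was at 5.66 CPM of Atp12a and the other 3 rats at 1.12 to 1.35 CPM, and without that rat the log2 fold change was -2.64. Ada (ENSRNOG00000010265), the adenosine deaminase gene, was at 19.2 ± 3.06 CPM (SD, n = 4) in the DN group and 8.72 ± 3.37 CPM (SD, n = 4) in the SIN (40 mg/kg) group. Ada had a log2 fold change of -1.13 (standard error 0.24, adjusted p = 0.175 by edgeR's quasi-likelihood test), with every SIN (40 mg/kg) rat below every DN rat. Pde10a (ENSRNOG00000011310), a phosphodiesterase gene, was at 1.60 ± 0.199 CPM (SD, n = 4) in the SIN (40 mg/kg) group and 0.733 ± 0.192 CPM (SD, n = 4) in the DN group. Pde10a had a log2 fold change of 1.13 (standard error 0.29, adjusted p = 0.187 by edgeR's quasi-likelihood test), and all 4 SIN (40 mg/kg) rats were above every DN rat. Polr2h (ENSRNOG00000001748), which encodes a subunit of RNA polymerase II, was at 10.8 ± 3.77 CPM (SD, n = 4) in the SIN (40 mg/kg) group and 4.83 ± 0.587 CPM (SD, n = 4) in the DN group. Polr2h had a log2 fold change of 1.17 (standard error 0.27, adjusted p = 0.175 by edgeR's quasi-likelihood test), and 3 of the 4 SIN (40 mg/kg) rats were above every DN rat. The counts of LOC100912534, a copy of Polr2h in the table, were low where those of Polr2h were high. With the counts of both genes added up, the log2 fold change was 0.31 (standard error 0.16, adjusted p = 0.364 by edgeR's quasi-likelihood test). The exchange between Polr2h and its copy was also there without SIN, at 126 and 177 counts in normal replicate 1 and 308 and 0 in normal replicate 4. The adjusted p with DESeq2 was 0.0207 for Atp12a, 0.00215 for Ada and 0.00794 for Polr2h, and with edgeR's exact test 0.00931 for Ada and 0.0234 for Polr2h, and its highest value over the alternatives was 0.425 for Atp12a and 0.392 for Ada and Polr2h.

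**Figure D2:**
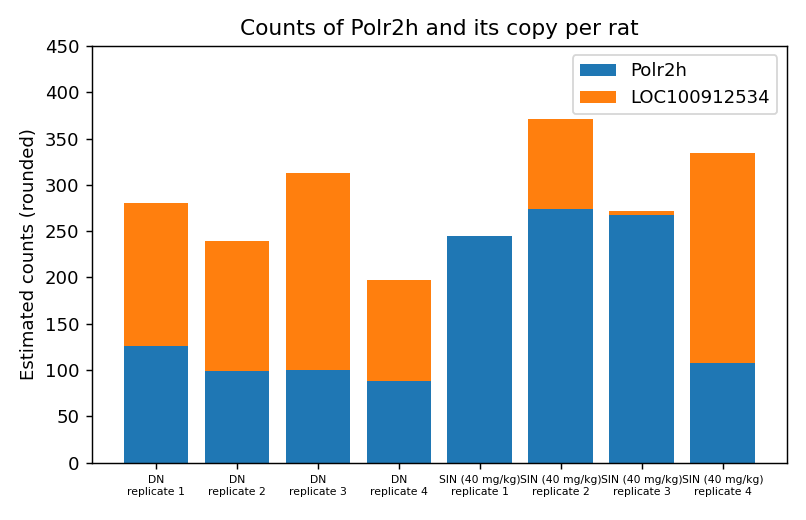
Estimated counts, rounded, of Polr2h and of its copy LOC100912534 in each of the 4 DN and 4 SIN (40 mg/kg) rats. Each bar is one rat, its height is the number of counts, and the 2 parts of a bar are the 2 genes. The SIN (40 mg/kg) rats with 245, 274 and 267 counts of Polr2h have 0, 97 and 5 counts of the copy, and the rat with 108 counts of Polr2h has 226 of the copy.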

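Asmt (ENSRNOG00000001324), which encodes acetylserotonin O-methyltransferase, was not tested because it did not pass the filter on low counts. It had 0 counts in all 4 DN rats and 15, 1, 0 and 4 counts in the 4 SIN (40 mg/kg) rats, or 0.256 ± 0.362 CPM (SD, n = 4). Since the DN group was at 0, no fold change is given. Without the filter its adjusted p was 0.292 in edgeR's quasi-likelihood test.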

In tyrosine metabolism, CRYZ was significantly upregulated and CYP1A1 was downregulated. 

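Cryz (ENSRNOG00000028319), which encodes a quinone reductase, was at 600.1 ± 218 CPM (SD, n = 4) in the DN group and 292 ± 78.3 CPM (SD, n = 4) in the SIN (40 mg/kg) group. Its log2 fold change was -1.02 (standard error 0.29, adjusted p = 0.199 by edgeR's quasi-likelihood test). The groups overlapped, since DN replicate 1 was at 321 CPM and SIN (40 mg/kg) replicate 4 at 370 CPM. With each rat left out in turn the log2 fold change of Cryz was between -1.25 and -0.82. With DESeq2 in place of the quasi-likelihood test its adjusted p was 0.0168, with edgeR's exact test it was 0.0558, and its highest value over the alternatives was 0.392.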

Compound L-Citrulline and L-Asparagine were significantly upregulated and N-Acetylornithine was downregulated in urea cycle and metabolism of arginine, proline, glutamate, aspartate and asparagine. The expression of CYP1A1 was downregulated in xenobiotics metabolism (Fig. 8).

**Fig. 8:**
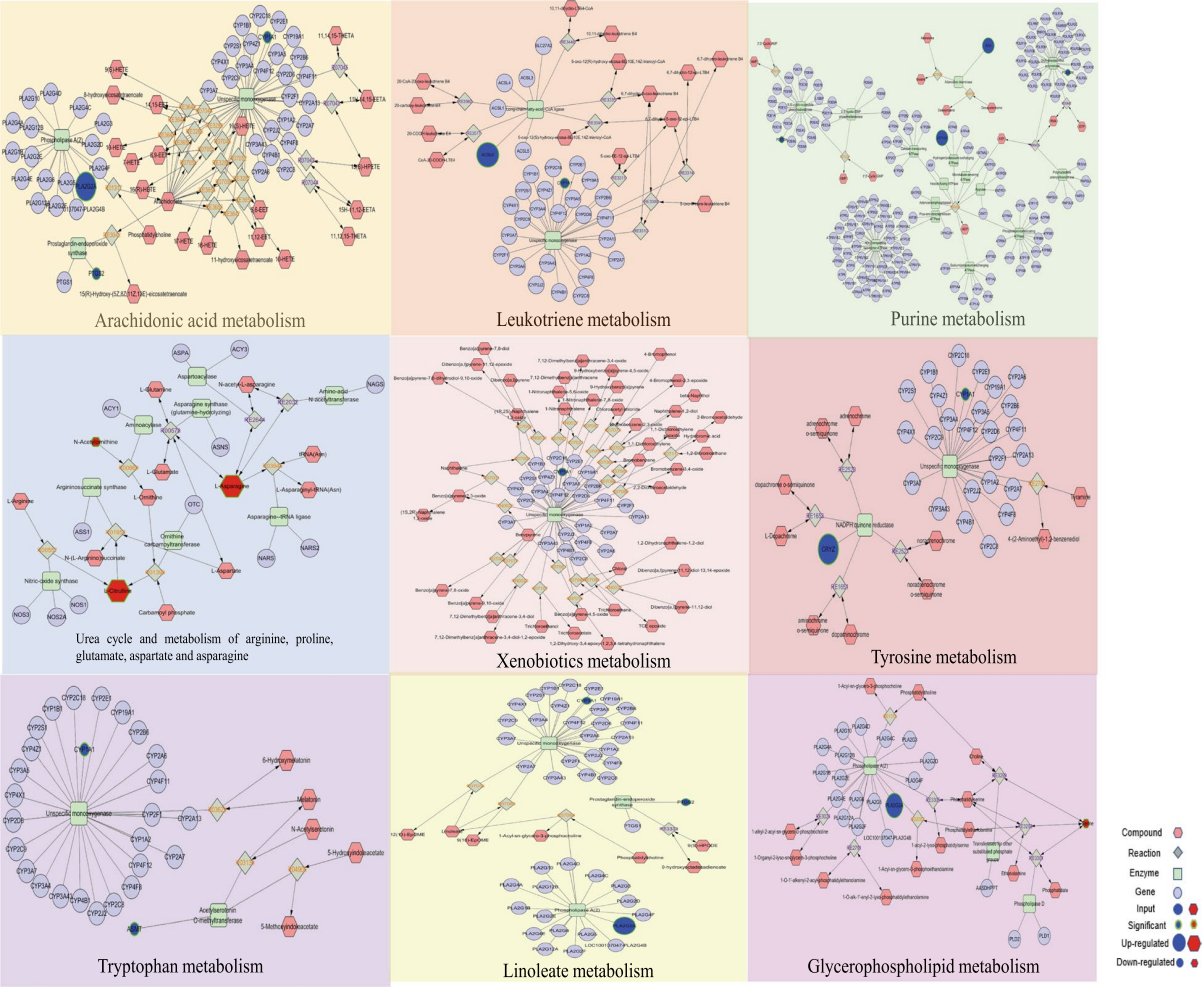
Fully connected network of differential metabolites and genes in DN versus SIN (40 mg/kg) treatment

## Discussion

DN is a serious microvascular complication of diabetes and is the leading cause of ESRD [32]. Sinomenine has been widely applied to treat autoimmune diseases for many years. Zhang et al. found that SIN could ameliorate DOX-induced nephrotic syndrome in rats, causing the change of renal nephrin, podocin expression, hence improving the podocytes injury [33]. Qin et al. reported that SIN could effectively improve the altered expression of EMT-associated protein α-SMA, E-cadherin, fibronectin, and ECM expression that related to renal fibrosis via interrupting TGFβ/Smad3 and Wnt/β-catenin signaling [8]. SIN was also found to effectively reduce the kidney damage and inflammatory responses, balance renal oxidative stress, inhibit IkBa phosphorylation and NF-kB nuclear translocation, modulate macrophage M1/M2 polarization via an Nrf2-dependent manner. So, SIN would play a critical role in anti-inflammation and renal protection [34]. Taken together, the renal protective function of SIN has been extensively correlated with the resistance to inflammation and oxidative stress, as well as EMT progression [33–36].

Our transcriptomics results indicated that DEGs involved multiple classical biological processes, including phosphatidylinositol 3-kinase regulator activity, Hsp90 protein binding, very long-chain fatty acid metabolic process, hyaluronic acid binding, positive regulation of collagen metabolic process, positive regulation of collagen biosynthetic process. These biological processes contribute to the processes of renal fibrosis [37], disturbed glomerular endothelial stabilization [38], hyperplasia of mesangial cells [39], and inflammation [40]. In addition, the enriched pathways were found to be involved in ECM proteoglycans, circadian rhythm, interleukin-6 family signaling, JAK-STAT signaling pathway, socs binding to JAK2, and tryptophan metabolism. The enriched pathways involved in hypertension [41], renal information [42], fibrosis [41, 43, 44], and cell apoptosis [9].

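The paper's network analysis had picked 10 core targets from databases, of which 9 are in the deposited table and 7 had enough counts to be tested. Jak2 (ENSRNOG00000059968) was at 21.0 ± 2.77 CPM (SD, n = 4) in the SIN (40 mg/kg) group and 14.9 ± 3.44 CPM (SD, n = 4) in the DN group. Jak2 had a log2 fold change of 0.51 (standard error 0.18, adjusted p = 0.222 by edgeR's quasi-likelihood test), with all 4 SIN (40 mg/kg) rats above every DN rat. Adjusted over the list of core targets alone, its adjusted p was 0.118 in edgeR's test. In the SIN (20 mg/kg) group Jak2 had a log2 fold change of 0.30 (standard error 0.21, adjusted p = 0.497 by edgeR's quasi-likelihood test). Stat3 (ENSRNOG00000019742) was at 140 ± 11.3 CPM (SD, n = 4) in the SIN (40 mg/kg) group and 166 ± 31.2 CPM (SD, n = 4) in the DN group. Its log2 fold change of -0.23 (standard error 0.13, adjusted p = 0.41 by edgeR's quasi-likelihood test) was small beside the differences between the rats of the DN group. Over the list of core targets, 0 of the 7 tested had an adjusted p under 0.05 in edgeR's test at either dose. In the SIN (40 mg/kg) group, the other core targets had log2 fold changes from -0.65 for Il1b and Mmp9 to 1.10 for Ptgs2. Leaving out SIN (40 mg/kg) replicate 1 moved the number past the threshold most, to 1. The core targets Il6 and Tnf had too few counts to be tested, and Cxcl8 is not in the table. These counts measure mRNA and not the phosphorylation of JAK and STAT proteins. The paper states that the enriched pathways are involved in hypertension, fibrosis and cell apoptosis.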

Combined the results of network pharmacology and transcriptomics, we found JAK-STAT signaling pathway is a most important pathway which may be involved in the mechanisms of SIN treating DN. The JAK-STAT signaling involved in key mechanisms for several cytokines and growth factors [45]. JAK can be activated by many immune cytokines, which will in turn stimulate cellular events, such as proliferation, differentiation, migration, and apoptosis [46]. The activation of the JAK-STAT signaling has been reported to stimulate the excessive growth of glomerular mesangial cells, which lead to DN advancement [47]. STAT3 has been showed to be activated in the early stage of DN [48]. These studies indicate an important link between the JAK-STAT signaling pathway and the development of DN.

Our metabonomics results showed that SIN might improve DN via several metabolites and some metabolites have been found to be associated with the development of DN. Arbutin has anti-oxidative and anti-inflammatory activities, which could markedly improve renal function, and attenuate inflammation and cell apoptosis by modulating PI3K/Akt/Nrf2 signalling in acute kidney injury [49]. Phenilacetylglycine is a kind of fatty acid catabolites and has been reported as an early biomarker of kidney dysfunction in an animal model of ischemia/reperfusion injury [50]. Ganglioside is especially abundant in renal tissue and is known as maintaining the charge-selective filtration barrier of glomeruli. Altered expression of ganglioside was pathologically associated with glomerular hypertrophy occurring in DN kidneys [51].

Uric acid is an end product of the purine metabolism and excreted predominantly by the proximal tubules. For patients with DN, higher uric acid levels are associated with higher microalbuminuria, lower eGFR [52]; Linoleic acid would ameliorate hyperuricemia, insulin resistance and renal inflammation, accompanied with the downregulation of renal GLUT9 and URAT1 in fructose-fed rats and the inhibition of NLRP3 inflammasome and TLR4/MyD88 signaling [53]; Tyrosine metabolism is correlated with multiple diseases such as fatty liver, insulin resistance, and obesity [54]. Nitrotyrosine has been reported to participate in the progression of diabetes and its complications, the increased levels of nitrotyrosine can affect renal pathology and lead to renal dysfunction in diabetic rats [55]. Elevated levels of nitrotyrosine is positively correlated with patients with DN [56]. Nitrotyrosine has been found to induce glomerular mesangial cells to express NF-κB, MCP-1, and TGF-β1, leading to inflammation and aggravating nephropathy [57]; Recent study has confirmed that the increment of leukotriene in the kidneys after ischemia, which could further mediate multiple inflammatory reactions causing the kidney damage [58]. The role of leukotriene in glomerular injury has been confirmed, increased recruitment or activation of polymorphonuclear cells and elevated level of leukotriene B4 in the kidney would eventually decrease the glomerular filtration rate [59]; Glycerophospholipids are the major part of the cell membranes and involved in cell signaling, membrane anchoring and substrate transport. One study has discovered that abnormal glycerophospholipids were associated with patients and animals with CKD [60].

## Conclusion

In our study, we firstly used a novel combined strategy to identify the potential targets and mechanisms of SIN administration in treating DN according to metabolomics, transcriptomics, histology, biochemical parameters and network pharmacology. It will provide a new paradigm to figure out the potential mechanisms of pharmacological effects of a natural compound. In addition, our research offered information and theoretical foundation for an in-depth observation of mechanisms and provided the support for SIN clinical practice. Future systematic molecular biology experiments will be needed to confirm the precise mechanism.

## Data Availability

All raw next-generation sequencing data has been deposited in GEO database with the accession number GSE200221.

How the deposited data were processed for this re-analysis (not part of the article)

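Renal tissue of 16 male rats was measured by RNA sequencing, 4 rats in each of the normal, DN, SIN (20 mg/kg) and SIN (40 mg/kg) groups. According to the paper, the authors enriched mRNA with oligo(dT), sequenced it on an Illumina platform, trimmed the reads with SeqPrep and Sickle and aligned them with TopHat to the rat genome of Ensembl. The authors deposited a single table of estimated counts for 35849 genes, with the values of each rat before any normalization, and the paper's text does not name the program that assigned reads to genes. Whole numbers made up 86.2% of all values and 74.3% of the nonzero ones, and every value was rounded to a whole count. The columns of the table were joined to the rats by the library numbers in the sample records, and the group means in the table are the means of the columns so joined. Of the other columns, 4 libraries that no sample record names and their mean were not used, and neither were the means of the 4 groups that the table also holds. The table gives GO terms for 24890 genes and KEGG pathways for 3756 genes.

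The total per rat ran from 19616312 to 25217030 estimated counts. Genes with few counts were removed before testing, since their values change by a large factor with a few reads. Spearman correlations between rats, in log2 CPM over the 16404 genes that filterByExpr kept over all 4 groups, were between 0.951 and 0.987. Genes are not independent replicates, so these correlations carry no test.

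Counts were tested with edgeR 4.0.16 by its quasi-likelihood test, with TMM normalization, genes kept by filterByExpr over the 2 groups compared, and a separate fit for each of 4 comparisons. The comparisons were SIN (20 mg/kg) with DN, SIN (40 mg/kg) with DN, DN with normal, and SIN (40 mg/kg) with SIN (20 mg/kg). Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison, and standard errors are those of the fitted log2 fold changes. DEGs were counted at an adjusted p under 0.05 with a log2 fold change of at least 1 in either direction, the thresholds of the paper's methods, and also at an unadjusted p under 0.05, the threshold of the paper's results. CPM values shown for single rats used TMM factors over all 16 rats, and log2 CPM values added a prior count of 2.

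GO terms and KEGG pathways, as the table pairs them with genes and without parent terms, were tested by camera of limma 3.58.1 with an inter-gene correlation of 0.01 where at least 10 of their genes were tested. For the terms that the paper names, p-values were adjusted over those terms, and otherwise over all terms of a comparison. The clock phase score of a rat is the mean log2 CPM of Dbp, Tef, Hlf, Per1, Per2, Per3, Nr1d1, Nr1d2, Ciart and Bhlhe41 minus the mean log2 CPM of Arntl, Npas2, Clock, Nfil3 and Cry1. Such scores were compared between groups by two-sided exact permutation tests over all ways to divide the rats, whose smallest possible p with 4 rats against 4 is 0.0286. How far the SIN groups moved back toward the normal group was measured by the correlation over genes of the SIN over DN with the DN over normal log2 fold changes, with 2 of the 4 DN rats in one contrast and the other 2 in the other. This was done in all 6 ways, because a DN rat that stands in both contrasts makes the correlation negative by itself.

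The steps were tested on simulated data, in which 200 genes were given a log2 fold change of 2 between 4 rats and 4 rats. Of the 189 changed genes left after the filter, the quasi-likelihood test called 89.4%, and it called 7 of 15324 unchanged genes. DESeq2 called 92.6% of the changed genes and 20 unchanged ones, and edgeR's exact test called 93.7% and 19 unchanged ones. A further 40 genes were shifted by 0.8 and are in neither number. The spread was taken from the DN and normal rats, and no smaller changes were scored. The simulation therefore does not tell how many changes near a log2 fold change of 1 were missed between the SIN and DN groups. With no true difference, the correlation over separate DN rats was 0.015 and that with shared DN rats was -0.448.

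Alternatives changed one choice at a time: DESeq2 1.42.0 or edgeR's exact test in place of the quasi-likelihood test, RLE in place of TMM normalization, no filter, at least 10 counts in every compared rat, all 16 rats in one fit, the replicate number as a block, a prior count of 0.25, and each rat left out in turn. The comparisons, their tests and thresholds, the clock phase score and these alternatives were chosen before the data were examined, and the closing section says which tests of explanations were not. The clock phase score was chosen because the paper names circadian rhythm among its top pathways, and some of its genes are labelled in Fig. 5. The paper drew that result from the same rats, so the score's tests of SIN against DN are not independent of it. Genes reported are those that the paper's text names from the transcriptome, the legible labels of Fig. 5D to G, the core targets, the clock genes and marker lists, and per comparison the 5 largest and 5 smallest log2 fold changes among DEGs whose groups did not overlap. Not every gene within this rule is reported here. LOC100912534, Rpl12, Serpina4, Col4a1 and Col4a2 lie outside that rule and were chosen after their values were seen. The paper's GSEA, Reactome and WikiPathways gene sets, the metabolites, the docking and the positions of genes on the genome were not used here. Scripts ran in R 4.3.3 and Python 3.11.15.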

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

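The tests of explanations for the clock phase score, of Polr2h and its copy, of LOC102555453, of Cyp1a1, of Hmox1, of the muscle genes and against genes of the same length were chosen only after the result was seen, and the other tests were chosen before it.

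In 11 of 114 groups of 4 rats, 1 rat stood apart from the other 3 by a larger share of the group's range than Dixon's 95% critical value for 4 samples, where chance gives about 1 in 20, or 5.7 groups. The numbers given here in parentheses are that share of the range. Cyp1a1 in SIN (20 mg/kg) replicate 2 (0.834) was at 706.8 CPM, and the other 3 rats were at 5.90, 7.57 and 13.13 CPM. Other genes of the aryl hydrocarbon receptor response differed in that rat by 0.566 in mean log2 CPM over the 4 genes with counts, inside a range of 1.08 among the other rats. Nqo1 and Ahrr were highest in that rat and Cyp1b1 and Tiparp were not, so a response of the receptor is neither shown nor excluded. Hmox1 in DN replicate 1 (0.854) was at 706.7 CPM, and the other DN rats were at 8.19, 11.45 and 5.62 CPM. Red cell genes were higher in that rat by 0.61 in mean log2 CPM over 4 genes, inside a range of 1.20 among the other rats. In 4 rats of the other groups the mean of these genes was higher than in DN replicate 1, and their Hmox1 was at most 9.74 CPM, which goes against blood in the tissue as the source. The nearly equal CPM of Cyp1a1 and Hmox1 in these 2 rats comes from 17782 and 15981 counts. The design gives no condition that sets either rat apart from its group.

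Polr2h in SIN (40 mg/kg) replicate 4 (0.968) was lower than in the other 3 rats of its group, at 2.40 against 3.65 log2 CPM for the nearest. That rat had 226 counts of the copy LOC100912534, more than the other 3. With the counts of both genes added up, the log2 fold change between the SIN (40 mg/kg) and DN groups was 0.307 (standard error 0.16, adjusted p = 0.364 by edgeR's quasi-likelihood test), against 1.17 for Polr2h alone. Adding a second gene makes a log2 fold change smaller in itself, so the difference in Polr2h may come in part from reads shared with the copy, and how much was not measured. Such an exchange was also there in rats without SIN. Normal replicate 1 had 126 counts of Polr2h and 177 of the copy, and normal replicate 4 had 308 and 0. SIN (20 mg/kg) replicate 1 had 100 and 221, and replicate 2 of that group had 347 and 0. The DN rats had 88 to 126 counts of Polr2h and 109 to 213 of the copy.

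Arntl in SIN (40 mg/kg) replicate 4 (0.849) was at 2.93 log2 CPM against 2.40 for the nearest rat, and still below every DN rat. Socs1 in DN replicate 3 (0.833) was at -0.29 log2 CPM against 0.26, and Socs3 in the same rat (0.87) was at 2.34 against 2.82. Lif in DN replicate 4 (0.842) was at -0.80 log2 CPM against 0.21. Atp12a in SIN (40 mg/kg) replicate 1 (0.889) was at 2.52 log2 CPM against 0.53. The clock phase score of normal replicate 4 (0.844) was 0.058 against -0.546. Total counts were lowest in DN replicate 2 (0.83), at 19616312 against 22471378. For these no explanation was tested.

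A score of smooth muscle genes in DN replicate 3 (0.857) was 5.82 log2 CPM against 3.30 for the nearest DN rat. Muscle and urothelium genes were chosen as markers of pelvis or ureter tissue. At 20 mg/kg 11 of 14 tested markers, and at 40 mg/kg 10 of 13, had a log2 fold change of -1 or less against the DN group. Without DN replicate 3 only 1 of these kept such a value over both doses, and the median over the markers moved from -1.59 to 0.25 at 20 mg/kg and from -1.91 to -0.10 at 40 mg/kg. Without any other DN rat all 11 and all 10 kept it. Pelvis or ureter tissue in the sample of DN replicate 3 is a candidate source of the lower muscle and urothelium genes in the SIN groups. No biological explanation of the values of this rat was tested.

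LOC102555453 (ENSRNOG00000028993) was the 1 DEG between the SIN (40 mg/kg) and SIN (20 mg/kg) groups, with a log2 fold change of -1.036 (standard error 0.09, adjusted p = 0.00584 by edgeR's quasi-likelihood test) and all 4 SIN (40 mg/kg) rats below every SIN (20 mg/kg) rat. Its adjusted p over the alternatives ran from 3.44e-20 with DESeq2 to 0.715 with all 16 rats in one fit. It was at 42.0 ± 4.04 CPM (SD, n = 4) in the SIN (40 mg/kg) group and 86.1 ± 3.22 CPM (SD, n = 4) in the SIN (20 mg/kg) group. With its counts added to those of Rpl12 and another copy, the log2 fold change was -0.123 (standard error 0.08, adjusted p = 0.967 by edgeR's quasi-likelihood test), but a sum that is mostly Rpl12 would be at -0.25 even if no reads were shared. The sum alone therefore leaves open whether reads are shared with these genes. In the DN group the rats with 996 and 989 counts of LOC102555453 had 5900 and 5565 counts of Rpl12, and those with 1762 and 1803 had 4178 and 4647. In the normal group the rats with 644 and 682 counts had 4583 and 4377 of Rpl12, and those with 1668 and 1553 had 4023 and 3673. Reads that pass between the genes may give this exchange, which was there in rats without SIN. The 16 rats also parted at a gap of 0.512 in log2 CPM with 4 of the 8 normal and DN rats below it, all 4 SIN (20 mg/kg) rats above it and all 4 SIN (40 mg/kg) rats below it. A sequence variant that differs between rats may give such a split, and the 2 explanations cannot be told apart from each other or from an effect of dose.

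The paper's text compares the SIN groups with the DN group and reports no DEGs between the DN and normal groups. There, 599 DEGs had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 164 higher and 435 lower in the DN group. In the 35 splits of the 8 rats into 4 and 4 the real one was the only 1 with as many, and the next gave 5. The DN group differs from the normal group in diet as well as in streptozotocin, and library serial numbers follow the groups, so batch and condition cannot be told apart.

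The clock phase score was higher by 1.543 in the DN than in the normal group (two-sided exact permutation test, p = 0.0286, the smallest possible, with all 4 DN rats above every normal rat). In the order normal, DN, SIN the score rose from -0.446 to 1.097 and then to 2.623 at 20 mg/kg and 2.56 at 40 mg/kg. Within groups the score had a Spearman correlation of -0.026 with library size (100000 permutations, p = 0.944), which goes against library size as its source. Without DN replicate 3 the smaller of the differences of the SIN groups from the DN group was 1.771, but that rat had the highest score of the DN group, so leaving it out raises the difference in any case and tests nothing. Of the 2 doses, 2 had lower mean Nr1d1 with higher Per2 and Ciart than the DN group, the pattern of a clock at a later phase. The log2 fold change of Nr1d1 was -0.671 at 20 mg/kg (adjusted p = 0.322 by edgeR's quasi-likelihood test) and -0.345 at 40 mg/kg (adjusted p = 0.459). The groups overlapped in Nr1d1 at both doses, so its fall is not clear of the spread between rats. Nr1d2 was higher at both doses, with log2 fold changes of 0.691 and 0.891. A later time of day at collection, which the paper does not state, may give a pattern of later phase. It cannot be told apart from an effect of diabetes or SIN on the clock.

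Genes under the term RNA-directed DNA polymerase activity were changed between the DN and normal groups, by -1.099 in the mean log2 CPM over 116 genes (two-sided exact permutation test over 12 such scores, p = 0.0286, adjusted p = 0.114), with all 4 DN rats below every normal rat. They were higher than in the DN group by 0.596 at 20 mg/kg and 0.494 at 40 mg/kg (exact permutation p = 0.143 each, adjusted p = 0.245). Their Spearman correlation within groups with ribosomal protein genes was 0.171 (p = 0.582), which goes against an axis of RNA composition within groups. It does not test a shift of composition between groups. The mean log2 CPM of ribosomal protein genes differed by 0.211 between the DN and normal groups (two-sided exact permutation p = 0.0286, adjusted p = 0.114). From the DN group it differed by 0.028 at 20 mg/kg and -0.083 at 40 mg/kg. At 20 mg/kg it thus did not move opposite to these genes, and such a shift is left open. These genes are long, with a median length of 5085 against 2074.5 bases for all 16404 genes, and over all genes length had a Spearman correlation of -0.113 with the log2 fold change of DN over normal, 0.036 with that of SIN (20 mg/kg) over DN and 0.164 with that of SIN (40 mg/kg) over DN. In 3 of 3 comparisons their median log2 fold change lay outside the central 95% of 10000 lists of genes of the same length, which goes against length as the whole source. Without the 10 most changed genes the larger camera p of the 2 doses was 1.68e-08, so the change did not rest on a few genes. The scores do not pass the adjusted threshold at any of these comparisons. The smallest possible exact p of 0.0286 gave an adjusted p of 0.114 over the 12 scores, so missing that threshold decides nothing. Reads shared among copies of these genes were not tested, so the pattern cannot be told apart from such reads.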

How the results depend on the processing

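None of the tests here was chosen after the result was seen. Where a result changed, the cause was not tested unless a value shows it.

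For DEGs at an adjusted p under 0.05, the 0 at 20 mg/kg (2427 genes at an unadjusted p under 0.05 with any fold) became 29 with DESeq2, 26 with edgeR's exact test, 2 without a filter, 2 with at least 10 counts in every compared rat and 5 with all 16 rats in one fit. The 0 at 40 mg/kg (2657 genes at an unadjusted p under 0.05) became 57 with DESeq2, 40 with the exact test and 2 with all 16 rats, and ran from 0 to 3 over the 8 fits that each left out 1 rat. The 599 of DN against normal ran from 306 to 741 over such fits. The 1 of SIN (40 mg/kg) against SIN (20 mg/kg) (779 genes at an unadjusted p under 0.05) became 4 with DESeq2 and 3 with the exact test. It became 0 with all 16 rats, and ran from 0 to 5 over fits that left out 1 rat. The cause was not tested.

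At an unadjusted p with a log2 fold change of at least 1, no filter against at least 10 counts in every compared rat gave 464 and 97 genes at 20 mg/kg, 516 and 106 at 40 mg/kg, 1344 and 575 for DN against normal, and 378 and 56 for SIN (40 mg/kg) against SIN (20 mg/kg). Over fits that left out 1 rat the number ran from 160 to 263 at 20 mg/kg and from 121 to 192 between the SIN groups. The cause was not tested.

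The clock phase score difference at 40 mg/kg ran from 1.302 to 1.77 over fits that left out 1 rat, with exact permutation p-values of 0.0286 to 0.0571. Leaving out a SIN (40 mg/kg) rat gave p = 0.0571 in each exact test, although the score kept its direction. The number of core targets past the threshold ran from 0 to 1 at 40 mg/kg and from 0 to 2 for DN against normal over such fits. The reversal correlation became -0.552 at 20 mg/kg and -0.546 at 40 mg/kg with all 4 DN rats in both contrasts, where the shared rats pull it down, and -0.128 and -0.178 over the genes with an adjusted p under 0.05 in DN against normal. Krt14 at 20 mg/kg was reversed without DN replicate 3, from -1.754 to 0.471, and ran from -2.283 to 0.471 over the 8 fits that each left out 1 rat. That rat was at 7.70 CPM of Krt14 against a DN group mean of 2.29.

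The replicate numbers are shared between groups but the rats are different animals. Correlations between rats with the same number were lower than those with other numbers, at -0.078 against 0.026 at 20 mg/kg. With the number as a replicate block, DEGs of DN against normal became 383, the core targets of DN against normal 0, and the DEG of SIN (40 mg/kg) against SIN (20 mg/kg) 0. DEGs at 20 and 40 mg/kg stayed at 0, with 170 and 160 at the unadjusted threshold. Pla2g2a at 40 mg/kg had an unadjusted p above 0.05 with the block. The clock phase score differences of 1.527, 1.463 and 1.543 have a smallest possible sign-flip permutation p = 0.125 with the block. The cause was not tested.

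For 41 results of single genes, 279 alternatives gave 233 with the same call, 4 weaker and 42 stronger, and 328 fits without 1 rat gave 318 with the same call, 5 weaker, 4 stronger and 1 reversed. The alternatives meant for normalized values were not run, since counts were used.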

Differences from the paper's values

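No test here was chosen after the result was seen. The paper reports 232 DEGs between the DN and SIN (20 mg/kg) groups, and at an adjusted p under 0.05 there were 0 (edgeR's quasi-likelihood test), with 2427 genes at an unadjusted p under 0.05 with any fold. The paper reports 264 DEGs between the DN and SIN (40 mg/kg) groups, and there were 0, with 2657 genes at an unadjusted p under 0.05. With DESeq2 the numbers were 29 and 57, with edgeR's exact test 26 and 40, with all 16 rats in one fit 5 and 2, and leaving out 1 rat they were at most 0 and 3. None of the alternatives set before the data were examined closed the gap. At the unadjusted threshold that the paper's results give, the numbers were 173 and 206, within 1.5 times the paper's.

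The paper reports Ptgs2 and Cyp1a1 as changed at 40 mg/kg, and in edgeR's quasi-likelihood test their unadjusted p was above 0.05, with an adjusted p of 0.35 and 0.327. Ptgs2 had an unadjusted p under 0.05 with DESeq2, with all 16 rats in one fit and without SIN (40 mg/kg) replicate 1. Cyp1a1 had an unadjusted p under 0.05 with DESeq2, with edgeR's exact test, with the replicate number as a block, without DN replicate 1 and without SIN (40 mg/kg) replicate 2. Neither had an adjusted p under 0.05 in any alternative. The paper reports Acsl6 and Asmt as changed at 40 mg/kg, and both had too few counts to be tested. Without the filter Asmt had an unadjusted p under 0.05 and Acsl6 did not, and their adjusted p was 0.292 and 0.411 in edgeR's quasi-likelihood test.

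At an adjusted p under 0.05, Gpt2 at 20 mg/kg passed with DESeq2 and edgeR's exact test, Ada and Polr2h at 40 mg/kg with both, and Atp12a and Cryz at 40 mg/kg with DESeq2. Pla2g2a and Pde10a did not pass in any alternative that gave them an adjusted p, and DESeq2 gave them none.

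Fig. 5D to G of the paper, read by eye, labels genes under its enriched terms, 10 at 20 mg/kg and 27 at 40 mg/kg. In edgeR's quasi-likelihood test 7 and 15 of them had an unadjusted p under 0.05 with a log2 fold change of at least 1 in either direction. At 20 mg/kg Per1, with a log2 fold change of 0.23, reached this in no setting that was run, and Lum did with DESeq2, the exact test, no filter, all 16 rats, and without DN replicate 1 or 2. Hapln1 at 20 mg/kg and Unc45b, Lmod2, Cd80, Il19 and Bub1b at 40 mg/kg had too few counts to be tested and reached it without a filter, and Bub1b also without DN replicate 2 or SIN (40 mg/kg) replicate 1. Krt14 at 40 mg/kg reached it with DESeq2, the exact test, and without DN replicate 1 or 2. Mki67 reached it with DESeq2, the exact test, all 16 rats, and without SIN (40 mg/kg) replicate 1 or 2. Socs1 and Synpo2l, with log2 fold changes of -0.99 each, reached it with DESeq2, RLE, all 16 rats and without SIN (40 mg/kg) replicate 3, Socs1 also without DN replicate 3, and Synpo2l also with the replicate number as a block and without DN replicate 2 or 4.

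At an adjusted p under 0.05 and the same log2 fold change, none of these labels passed in edgeR's quasi-likelihood test. At 20 mg/kg Npas2 passed with DESeq2, the exact test, no filter, at least 10 counts in every compared rat and all 16 rats, Per2, Per3 and Arntl with DESeq2, the exact test and all 16 rats, and Ciart with DESeq2. At 40 mg/kg Arntl passed with DESeq2, the exact test, all 16 rats and without DN replicate 3. Ciart, Socs3, Cdkn1a and Il20ra passed there with DESeq2 and the exact test, and Npas2, Cish and Synpo2l with DESeq2.

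The paper names bile acid and bile salt transport, circadian regulation of gene expression, circadian rhythm, tryptophan metabolism and cytosol among its enriched terms. None of these with enough genes for a test at 20 or 40 mg/kg had an adjusted p under 0.05 in limma's camera test, 0 of 3 and 0 of 4, and none did in any alternative run. This test looks for a shift in one direction, and the paper's enrichment of DEGs does not. Circadian regulation of gene expression holds Arntl, which fell, beside Per2, Per3 and Ciart, which rose, so a shift in one direction does not describe it. Circadian rhythm was tested as the GO term of that name, which lists none of Npas2, Arntl, Per3 and Ciart, and the paper's pathway was not analysed here. At an unadjusted p under 0.05 there were 0 at 20 mg/kg and 1 at 40 mg/kg, circadian regulation of gene expression, with a median log2 fold change of 0.14.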

Other observations

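The tests of the extracellular matrix genes without DN replicate 3 and of library batches were chosen only after the result was seen. The genes Col4a1, Col4a2 and Serpina4 were also picked after their values were seen. The other tests here were chosen before the result.

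The 8 rats of a comparison can be divided into 4 and 4 in 35 ways, of which 8, the real one included, part all 4 pairs of rats with the same replicate number, as the real division does. The others leave some of these pairs together in a group. With 8 the share can never be under 0.125, so those 8 alone cannot set chance aside. A number of 0 is reached by every way by definition, 8 of 8 and 35 of 35, which holds at both doses for the DEGs at an adjusted p, the core targets and the named terms and says nothing about chance. At 20 mg/kg, the 173 genes at the unadjusted threshold were reached by 3 of 8 and 5 of 35, and at 40 mg/kg the 206 genes by 3 of 8 and 5 of 35. For all terms past an adjusted p under 0.05, the 7 at 20 mg/kg were reached by 4 of 8 and 18 of 35 ways, and the 8 at 40 mg/kg by 6 of 8 and 17 of 35.

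Between the DN and normal groups, the 599 DEGs, the 878 genes at the unadjusted threshold and the 2 core targets, Ptgs2 and Jak2, were reached by 1 of 8 and 1 of 35 ways, the real one. The 27 terms past an adjusted p under 0.05 were reached by 2 of 8 and 6 of 35. Between the SIN groups, the 1 DEG was reached by 3 of 8 and 14 of 35 ways, the 113 genes at the unadjusted threshold by 4 of 8 and 10 of 35, and the 7 terms by 4 of 8 and 11 of 35.

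The changes of the SIN groups from the DN group were opposite to those of the DN group from the normal group, with a median correlation over 16404 genes of -0.311 at 20 mg/kg and -0.314 at 40 mg/kg over the 6 ways to keep the DN rats of both contrasts apart. Over the 6 ways it ran from -0.378 to -0.114 and from -0.404 to -0.108. With an axis of RNA composition within groups removed, it was -0.082 at 20 mg/kg (-0.216 to -0.016 over the 6 ways) and -0.142 at 40 mg/kg (-0.29 to -0.085). More of the correlation was lost than was left, and the rest was not tested against chance. The library serial numbers ran consecutively within 4 of 4 groups, so batch and condition cannot be told apart, and a batch that follows the groups may give part of this correlation.

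The SIN groups differed from the DN group in the same direction, with a median correlation over genes of 0.364 between the doses on separate DN rats. With the same axis removed it was 0.154 (0.084 to 0.248 over the 6 ways), so more of it was lost than was left, and the rest was not tested against chance. Library serial numbers follow the groups here too, and batch and condition cannot be told apart. Of the 599 DEGs between the DN and normal groups, 85 moved back toward normal at both doses at an unadjusted p under 0.05, and 6 moved further away at both: Serpina4, Npas2, Arntl, Per3, Dbp and Gpt2. The product of the rates of the 2 doses gives 0.35 genes for those further away and 34 for those that moved back. These products assume separate DN rats, but both doses and the choice of the 599 DEGs rest on the same 4 DN rats. That choice favours movement back and works against movement further away. The DN rats shared by the doses can raise both numbers above the products, and chance with shared rats was not computed. Neither number can therefore be told apart from chance.

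The 119 tested extracellular matrix genes were lower at 20 mg/kg, with an adjusted p = 0.00101 in limma's camera test over all terms and a median log2 fold change of -0.22, and the 120 at 40 mg/kg, with an adjusted p = 0.0395 and a median of -0.12. Without DN replicate 3 the median was -0.15 at 20 mg/kg and -0.10 at 40 mg/kg and the larger adjusted p of the 2 doses was 0.307, and with the axis of RNA composition as a covariate it was 0.000114. Leaving out DN replicate 1 gave an adjusted p of 0.127 at 40 mg/kg, so that dose did not rest on replicate 3 alone. In rat means over 128 of these genes the groups differed by -0.17 and -0.17 (two-sided exact permutation p = 0.171 and 0.114). Pelvis or ureter tissue in DN replicate 3 is a candidate source for part of this difference, of which more was left than was lost without that rat. It does not account for the collagen genes Col4a1 (ENSRNOG00000016281) and Col4a2 (ENSRNOG00000023972), which were looked at after their values were seen. All 8 SIN rats were below every DN rat in both, and DN replicate 3 was the lowest DN rat. The DN and normal groups overlapped, at 284.6 to 371.2 and 257.9 to 339.3 CPM of Col4a1 and 228.8 to 286.2 and 171.4 to 242.6 CPM of Col4a2. The highest SIN rats, at 227.7 CPM of Col4a1 and 171.1 CPM of Col4a2, were also below every normal rat. A move back to normal is therefore not shown for these 2 genes. Col4a1 had log2 fold changes of -0.77 at 20 mg/kg (adjusted p = 0.203 by edgeR's quasi-likelihood test) and -0.64 at 40 mg/kg (adjusted p = 0.148). Col4a2 had log2 fold changes of -0.77 (adjusted p = 0.141 by edgeR's quasi-likelihood test) and -0.70 (adjusted p = 0.148).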
